# Perturbation of mitochondrial Ca^2+^ homeostasis activates cross-compartmental proteostatic response in Arabidopsis

**DOI:** 10.1007/s44154-026-00314-4

**Published:** 2026-05-28

**Authors:** Xiaoyan Zhang, Chongyang Ma, Xinyue Bao, Shenyu Zhang, Omar Zayed, Zhengjing Zhang, Kai Tang, Shaojun Xie, Yunsheng Wang, Dayong Zhang, Huawei Xu, Huifang Jia, Xinying Wang, Qianyan Lei, Xiaocui Wang, Junli Zhang, Savithramma P. Dinesh-Kumar, Chun-Peng Song, Jian-Kang Zhu, Xiaohong Zhu

**Keywords:** Mitochondrial Ca^2+^ homeostasis, Mitochondrial Ca^2+^ uniporter, Mitochondrial retrograde signaling, UPR^mt^, Intercompartmental proteostasis

## Abstract

Cross-compartment communication is critical for maintaining cellular homeostasis, which is essential for cell function and survival under stressful conditions. However, the cellular cues that trigger interorganellar communication remain poorly understood. Mitochondrial Ca^2+^ (_mt_Ca^2+^) homeostasis is fundamental to mitochondrial function; yet, how mitochondrial Ca^2+^ (_mt_Ca^2+^) homeostasis modulates nuclear gene expression to establish and maintain cellular homeostasis remains unclear. Here, we first characterize the critical role of the mitochondrial Ca^2+^ uniporter (MCU) in control of _mt_Ca^2+^ uptake and maintaining _mt_Ca^2+^ homeostasis *in planta.* Using gain-of-function and sextuple MCU knockdown mutants, we then analyzed the effects of impaired MCU-controlled _mt_Ca^2+^ homeostasis (iMUCH). We find that iMUCH elicits an interorganellar transcription program that activates multiple compartment-specific unfolded protein responses (UPRs) and genes critical for mitochondrial and cytosolic proteostasis. Additionally, iMUCH induces a post-transcriptional program that selectively represses the synthesis of ribosomes and RNA modification proteins. Furthermore, eukaryotic initiation factor α (eIFα and its phosphorylation likely serve as a protective mechanism under long-term mitochondrial proteotoxic stress induced by iMUCH. Collectively, the data demonstrate that MCU-controlled _mt_Ca^2+^ homeostasis plays a pivotal role in sustaining mitochondrial and cytosolic proteostasis through an interconnected organelle quality control system, which ultimately determines cell growth and fitness.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s44154-026-00314-4.

## Introduction

Mitochondria are multifunctional organelles that host key biochemical pathways for energy conversion, as well as amino acid and lipid metabolism. Mitochondria also play a critical signaling role in cell growth, aging (senescence), programmed cell death (PCD), and stress responses by directly perceiving external stress stimuli, including extreme temperatures, drought, and high salinity, which adversely influence mitochondrial function and trigger mitochondrial stress (Van Aken et al. 2009; Zhu 2016). To cope with these stress challenges, mitochondria are in constant communication with the nucleus and the cytosol to reprogram nuclear transcription and to reset the cytosolic translation machinery, which are well characterized by the mitochondria-to-nucleus communication (Butow & Avadhani 2004; Quiros et al. 2016; de Souza et al. 2017; Andreasson et al. 2019; Mottis et al. 2019) and the mitochondrial-to-cytosolic response (Wang & Chen 2015; Wrobel et al. 2015; Kim et al. 2016; D'Amico et al. 2017; Boos et al. 2019). In animal cells, an imbalance in protein translation between nucleus-encoded and mitochondrion-encoded proteins often activates the mitochondrial unfolded protein response (UPR^mt^), which is a key mitochondrial retrograde signaling pathway that ensures proper translation, folding, and degradation of mitochondrion-localized proteins (Hartl et al. 2011; Houtkooper et al. 2013; Horwich 2014; Munch & Harper 2016). Whether these mitochondrial stress adaptive responses are conserved in plants and, if so, whether they share common players and biological consequences with their animal counterparts remains unclear.

The mitochondrial matrix Ca^2+^ (_mt_Ca^2+^) fluctuates in response to environmental and/or cellular cues (Logan & Knight 2003; Resentini et al. 2021). Disruption of _mt_Ca^2+^ homeostasis sensitizes mitochondria to the challenges of stress, aging (senescence), and apoptosis (Bernardi & Rasola 2007; Giacomello et al. 2007; Griffiths & Rutter 2009; Giorgio et al. 2018; Calvo-Rodriguez et al. 2020; Garbincius & Elrod 2022). However, it is less well understood how disturbed _mit_Ca^2+^ homeostasis impairs mitochondrial function, though it is acknowledged that mitochondrial Ca^2+^ uptake buffers cytosolic Ca^2+^ signaling (Rizzuto et al. 2012; Resentini et al. 2021). The mitochondrial Ca^2+^ uniporter protein complex (MCUC) in mammalian systems facilitates Ca^2+^ uptake through pore-forming MCUs whose activity is modulated by the regulatory components MITOCHONDRIAL Ca^2+^ UPTAKE (MICU) and ESSENTIAL MCU REGULATOR (EMRE) (Baughman et al. 2011; De Stefani et al. 2011; Hoffman et al. 2013; Sancak et al. 2013; Kamer & Mootha 2014; Wang et al. 2019; Liu et al. 2020). Structural analysis of MCUC by cryo-electron microscopy revealed the gating mechanism by which MICUs control uniporter activity (Fan et al. 2020). The plant MICU also negatively fine-tunes MCU-mediated mitochondrial Ca^2+^ uptake, thus preserving _mt_Ca^2+^ homeostasis (Wagner et al. 2015). Six putative *Arabidopsis thaliana* (Arabidopsis) MCU orthologs have been identified, each with a relatively conserved transmembrane domain, a pore loop, and the signature sequence DVME (Teardo et al. 2017). Arabidopsis MCU1, MCU2, MCU3, and MCU5 are localized to mitochondria, while MCU6 (CMCU) is targeted to both mitochondria and chloroplasts (Carraretto et al. 2016; Teardo et al. 2017, 2019; Selles et al. 2018). Stress stimulus-specific Ca^2+^ dynamics in the chloroplast stroma (_cs_Ca^2+^) are correlated with the transcript levels of *MCU6 *(Teardo et al. 2019). A recent study reported that mitochondrial Ca^2+^ uptake became limiting in the root cell of the *mcu1 mcu2 mcu3* triple mutant, demonstrating that MCU proteins mediate mitochondrial Ca^2+^ uptake in vivo (Ruberti et al. 2022).

Here, we generated sextuple MCU knockdown mutants and stable transgenic plants overexpressing MCUs and discovered that impaired MCU-controlled _mt_Ca^2+^ homeostasis due to gain-of-function and knockdown-of-function MCUs activates an interorganellar proteostasis transcription program that is counteracted in part by post-transcriptional repression. Collectively, our data demonstrate that _mt_Ca^2+^ homeostasis and cellular compartmental proteostasis are closely coordinated and determine cell growth and fitness.

## Results

### Mitochondrial Ca^2+^ uniporters are necessary for _mt_Ca^2+^ homeostasis in plants

We first examined the subcellular localization of six putative MCUs (Teardo et al. 2017) in stable transgenic Arabidopsis plants (*35S:MCU1-YFP* to *35S:MCU6-YFP*). YFP signal was predominantly observed in mobile mitochondrion-like structures in epidermal cells and mesophyll cells of the leaf (Fig. 1A) and co-localized with the MitoTracker in root cells of these transgenic plants (Fig. 1B), supporting MCUs localization to the mitochondria. GUS staining showed that the 6 *MCU* genes were all expressed in the stele of the root, and *MCU3* was highly expressed in the root apex, including the root cap and quiescent center, and in the root cortex. In contrast, *MCU6* was highly expressed in the basal meristem (Fig. 1C, upper panel). *MCU3*, *MCU4*, and *MCU6*, but not *MCU1*, *MCU2*, and *MCU5*, were expressed in guard cells (Fig. 1C, middle panel). All six *MCU* genes were expressed in anthers; however, *MCU1* and *MCU5* expression was relatively low compared to the other 4 MCUs (Fig. 1C, lower panel). These results indicate that the six putative Arabidopsis MCUs are mitochondrial proteins with tissue-specific expression patterns.

**Fig. 1:**
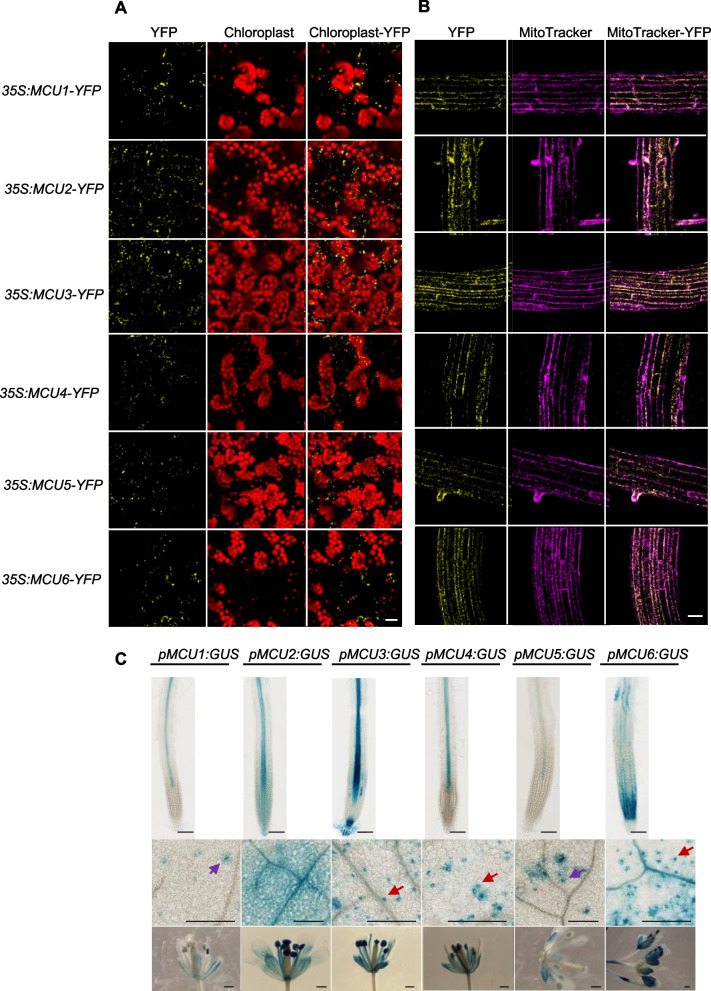
Arabidopsis MCU proteins localize to mitochondria across the tissues. **A** YFP signals in the leaf epidermal and mesophyll cells of stable Arabidopsis transgenic plants expressing *35S:MCU-YFP* as indicated. Autofluorescence of chlorophyll is shown in red. Scale bars, 20 µm. **B** YFP signals in root cells of stable Arabidopsis transgenic plants expressing *35S:MCU-YFP* as indicated. The root was stained with MitoTracker™ Deep Red FM (Invitrogen M22426). YFP signals in root cells are merged with the red signals of MitoTracker. Scale bars, 20 µm. **C** GUS-staining highlights tissue expression of MCUs. Expression patterns of MCU genes are shown in roots (upper panel), leaves (middle panel), and flowers (lower panel). Red arrows indicate guard cells, and purple arrows indicate trichomes. Scale bars, 0.5 mm

Stress stimuli evoke cytosolic Ca^2+^ transient and mitochondrial Ca^2+^ uptake in plants (Knight et al. 1997; Logan & Knight 2003; McAinsh & Pittman 2009; Loro et al. 2012; Zhu et al. 2013; Carraretto et al. 2016; Teardo et al. 2019; Resentini et al. 2021; Ruberti et al. 2022). To examine the function of MCUs in the control of _mt_Ca^2+^ homeostasis, we generated transgenic Arabidopsis Col-0 lines in which Ca^2+^ reporter *Aequorin* was targeted to the mitochondrial matrix under the control of the ubiquitin promoter (Col:mtAq). We also constructed an *mcu*^*1−6*^ sextuple mutant by crossing *mcu* single mutants (Materials and Methods, Fig. S1A, B) to minimize functional compensation given the extensive functional redundancy within the plant *MCU* gene family. Then, we expressed the *mtAq* reporter construct into an *mcu* sextuple mutant to obtain *mcu*^*1−6*^*:mtAq*. RT-qPCR shows that all six *MCU* genes exhibit reduced expression in *mcu*^*1−6*^ sextuple mutant and *mcu*^*1−6*^*:mtAq* line, although the magnitude of reduction varies (Fig. S1C, D). For *MCU1*, *MCU3* and *MCU4*, T-DNA insertion in the exon is expected to produce a nonfunctional truncated protein. For *MCU2* and *MCU6*, insertions in promoter regions led to milder downregulation (less than 1.5-fold for *MCU2*, more than twofold for *MCU6*) (Fig. S1C and 1D). Given the residual transcript levels in several paralogs, *mcu*^*1−6*^ is a sextuple MCU knockdown mutant. To examine how overexpression of MCU could affect _mt_Ca^2+^ homeostasis, we chose one of the *MCU2* overexpression lines, *2OX-1,* which showed a high *MCU2* expression level compared to other overexpression lines of *MCU2* and MCU paralogs (Fig. 7C, Fig. S2) to ensure the effectiveness of the gain-of-function MCU. The *2OX-1* line was crossed with Col:*mtAq* to generate the *2OX:mtAq* line. Transcript analysis revealed a ninefold increased expression of *MCU2* in *2OX:mtAq* (Fig. S1D).

We used *2OX:mtAq* and *mcu*^*1−6*^*:mtAq* to determine the effect of overexpression and reduced expression of *MCU* on mitochondrial Ca^2+^ uptake in response to stimuli using Film Adhesive Seedling (FAS) imaging (Zhu et al. 2013) and luminometer reading. FAS imaging demonstrates that the _mt_Ca^2+^ in roots and leaves of *2OX:mtAq* seedlings showed a strong response to mannitol and NaCl but a relatively weak response in *mcu*^*1−6*^*:mtAq* compared to that of Col:*mtAq*, respectively (Fig. 2A and B). Although similar _mt_Ca^2+^ dynamics of *2OX:mtAq* and *mcu*^*1−6*^-*mtAq* were recorded by the luminometer (Fig. 2C and D), the higher _mt_Ca^2+^ amplitudes and curve area were detected in *2OX:mtAq* compared to Col:*mtAq* plants in response to mannitol and NaCl (Fig. 2E-H), indicating that the mitochondrial Ca^2+^ uptake is increased by overexpression of *MCU2*. By contrast, the *mcu*^*1−6*^*:mtAq* displayed a significant reduction in mannitol- and NaCl-triggered _mt_Ca^2+^ amplitudes, an average reduction of 21% and 26% for mannitol and NaCl, respectively (Fig. 2E-G), and a slight reduction in curve area compared to Col:*mtAq* plants (Fig. 2F and H). Both *2OX:mtAq* and *mcu*^*1−6*^*:mtAq* plants showed a delay in the peak time of _mt_Ca^2+^ response to NaCl (Fig. 2i). We observed no significant differences in the changes of cytosolic Ca^2+^ amplitudes between *2OX:cytAq* and Col:*cytAq* seedlings or between *mcu*^*1−6*^*:cytAq* and Col:*cytAq* seedlings in response to mannitol and NaCl (Fig. 2J and K). These results indicate that Arabidopsis MCUs play a role in the control of mitochondrial Ca^2+^ uptake for maintaining _mt_Ca^2+^ homeostasis.

**Fig. 2:**
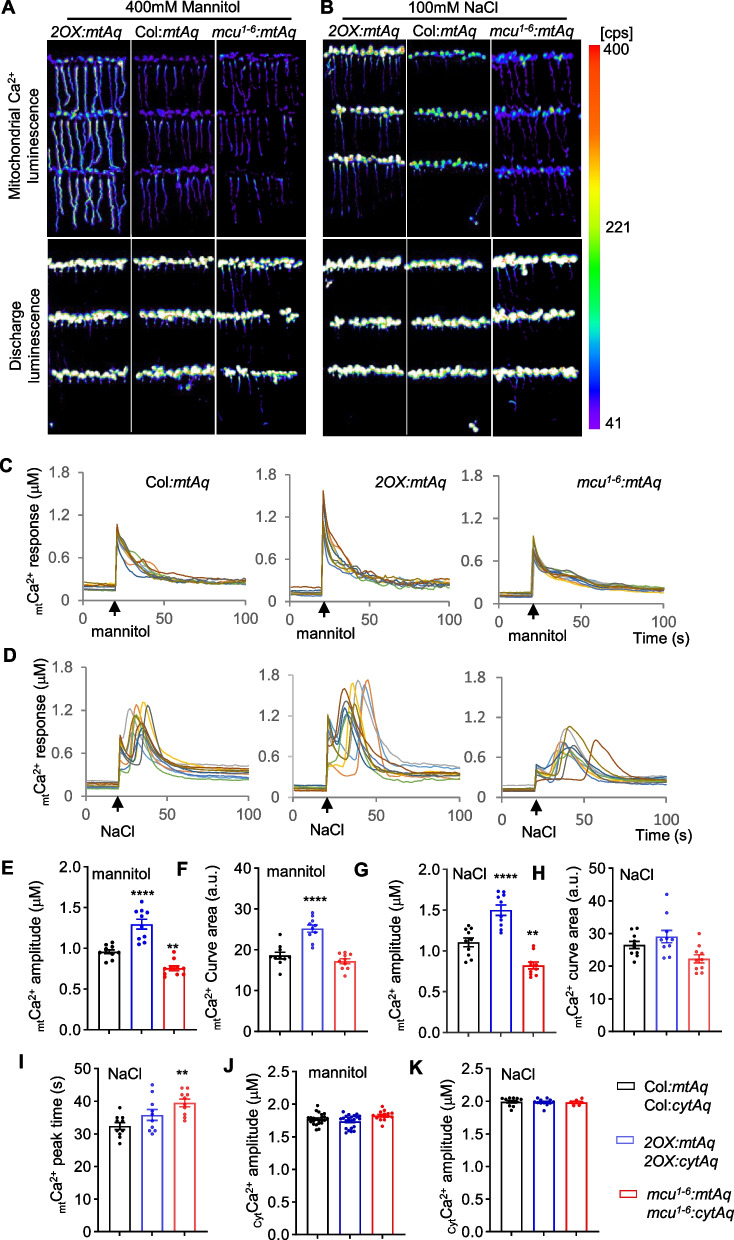
Altered *MCU*s expression affects _mt_Ca^2+^ responses. **A** and **B** FAS imaging of Aequorin-based _mt_Ca^2+^ luminescence. The _mt_Ca^2+^ response of *2OX:mtAq* and *mcu*^*1−6*^*:mtAq* mutant seedlings to 400 mM mannitol (A) or 100 mM NaCl (B) treatment is altered compared to wild type seedlings Col*:mtAq*, respectively. Upper panels are Ca^2+^ luminescence images for demonstrating maximum _mt_Ca^2+^ response, and lower panels are discharge luminescence images for counting total aequorin (see methods for details). FAS imaging was performed with more than six times, and representative images are shown. **C** and **D** Luminometer reading of Aequorin-based _mt_Ca^2+^ luminescence. The _mt_Ca^2+^ dynamic responses in Col*:mtAq, 2OX:mtAq* and *mcu*^*1−6*^*:mtAq* mutant seedlings treated with 400 mM mannitol (C) or 100 mM NaCl (D). Luminescence intensity was recorded at 1-s intervals, and the arrow indicates the starting point of treatment. Each colored line represents the _mt_Ca^2+^ dynamic response from one of 10 individual seedlings. **E** and **F** Signature of _mt_Ca^2+^ response to mannitol. The _mt_Ca^2+^ peak amplitude (E) and curve area (F) were quantified in 10 individual Col*:mtAq, 2OX:mtAq* and *mcu*^*1−6*^*:mtAq* mutant seedlings treated with 400 mM mannitol, respectively. **G-I** Signature of _mt_Ca^2+^ response to NaCl. The _mt_Ca^2+^ peak amplitude (G), curve area (H) and peak time (I) were quantified in 10 individual Col*:mtAq, 2OX:mtAq* and *mcu*^*1−6*^*:mtAq* mutant seedlings treated with NaCl, respectively. The _mt_Ca^2+^ luminescence peak value was determined by luminometer and converted to _mt_Ca^2+^ concentration as _mt_Ca^2+^ amplitude (see methods for details). The _mt_Ca^2+^ curve area is the normalized luminescence intensity determined by GraphPad Prism 9. A.u. stands for arbitrary unit. **J** and** K** Cytosolic Ca^2+^ responses are not altered in *2OX:cytAq* and *mcu*^*1−6*^*:cytAq* mutant seedlings. Cytosolic Ca^2+^ responses were recorded by FAS imaging, and *2OX:cytAq* and *mcu*^*1−6*^*:cytAq* mutant seedlings show no significant differences from Col*:cytAq* wild type seedlings in response to 400 mM mannitol (J) or 100 mM NaCl (K) treatment. Luminescence intensity of each FAS film containing about 30 seedlings was determined by indiGO™ software and converted to Ca^2+^ concentration (see methods). Results are expressed as mean ± SEM (*n* = 10 for E-I, *n* > 6 for J and K). Significant differences were examined from one-way ANOVA followed by Dunnett's multiple comparisons test, *P < 0.05, **P < 0.01. ***P < 0.001, ****P < 0.0001. See also Supplementary Table S7 for the information on statistical analysis

### Impaired MCU-controlled _mt_Ca^2+^ homeostasis activates expression of nuclear genes important for mitochondrial proteostasis

We assessed whether impaired MCU-controlled _mt_Ca^2+^ Homeostasis (iMUCH) due to gain-of-function and knockdown-of-function *MCU* may evoke an undefined retrograde signaling pathway communicating with nuclei. It is known that antimycin A (AA, an electron transport chain inhibitor) causes mitochondrial stress and triggers mitochondrial retrograde response (MRR) in plants (Wikstrom & Berden 1972; Slater 1973; Huang et al. 2005; Ng et al. 2013; Ivanova et al. 2014; Zhao et al. 2025). To compare the effects of iMCUH and AA treatment on nuclear gene expression, we performed RNA-seq analysis and identified 2,282, 482, and 3,864 differentially expressed genes (DEGs, |FC|> 1.5 and padj < 0.05) in *2OX* and sextuple mutant and in AA-treated wild type, respectively (Supplementary Table S1). Interestingly, an activation of the genes for mitochondrial proteostasis, including the mitoribosome, the oxidative phosphorylation (OXPHOS) complexes, mitochondrial protein import, and proteases, was evident in both *2OX* and the sextuple mutant but not in AA-treated wild type (Fig. 3A and B). Moreover, a group of chaperone genes encoding mitochondrial (mtHsp), cytosolic (cyHsp), endoplasmic reticulum (ER) (erHsp), and chloroplast (cpHsp) chaperones were also induced in *2OX* and the sextuple mutant compared to the wild type, but the majority of such inductions were not found in AA-treated plants (Fig. 3C, Supplementary Table S2). These results indicate that multiple compartmental UPRs in addition to the UPR^mt^ are activated in both *2OX* and the sextuple mutant, although some of them are less pronounced in the sextuple mutant. A similar transcriptional response was not detected in AA-treated plants. A high abundance of mitochondrial chaperone mtHsp70 protein is indeed present in 2OX and sextuple mutant, as well as in other *MCU* overexpression lines (Fig. 3D, Fig. S2). However, the AA-induced alternative respiration pathway was not detected in *2OX* and the sextuple mutant, as the expression levels of AOX genes remained unchanged (Fig. 3E).

**Fig. 3:**
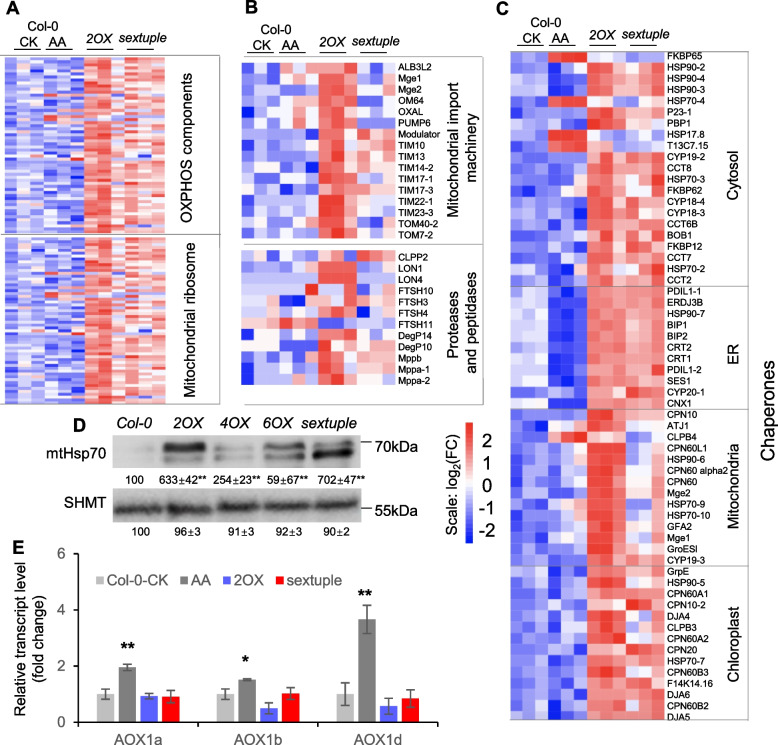
Transcriptional activation of the genes involved in control of mitochondrial proteostasis and multi-compartment UPRs in both gain-of-function and knockdown-of-function *MCU* plants. **A-C** Heatmap representation of expression of the nuclear genes encoding OXPHOS components and mitochondrial ribosomes (A), mitochondrial protein import machinery and proteases and peptidases (B), and chaperones of the cytosol, the ER, the mitochondria, and the chloroplast in AA-untreated and treated wild type, and in *2OX* and *sextuple* plants (C). Gene names are indicated on the right, and see also Dataset S2 for the list of gene IDs. **D** Comparison of mtHsp protein abundance. Western blots show induction of nDNA-encoded mtHsp70 proteins in 2OX, 4OX, 6OX and sextuple mutant plants. Mitochondrial matrix protein, SHMT is a loading control of total mitochondrial proteins. Quantifications of signals relative to the wild type (set to 100%) are provided below each panel as means ± SEM (*n* = 3). A two-tailed Student’s *t*-test was performed to examine statistical significance, *P < 0.05, **P < 0.01, with the fold change (vs wild type) |FC|> 1.2. **E** Comparison of the expression of the genes in the alternative respiration pathway. A two-tailed Student’s *t*-test was performed to examine statistical significance, *P < 0.05, **P < 0.01. See also Supplementary Table S7 for the information on statistical analysis

Together, these analyses revealed that iMUCH activates a transcription program that regulates expression of the nuclear genes important for mitochondrial proteostasis, which is different from AA-induced MRR. Activation of multi-compartment *UPR* reflects the potential significance of mitochondrial cross-compartmental signaling in maintaining cellular proteostasis upon iMUCH.

### Post-transcriptional repression counteracts iMUCH-evoked transcriptional activation of cytosolic ribosomal gene expression

To better understand how iMUCH evoked transcriptional response determines the proteome, we performed a mass spectrometry analysis of the proteome and identified 694 and 11 differentially abundant proteins (DAPs, |FC|> 1.5 and *p*-value < 0.05) in the sextuple mutant and in AA-treated wild type, respectively (Supplementary Table S3). To examine how the changes in transcript and protein levels were correlated in cellular processes, we performed a co-regulation analysis by plotting the FC of DAPs versus the FC of transcript levels for 681 protein–transcript pairs with the above criteria applied to proteins (|FC|> 1.5, *p*-value < 0.05) and no criteria applied to transcripts (Fig. 4A; Supplementary Table S4). Co-regulation analysis revealed that about half of all genes were coordinately regulated, while the remaining half were regulated differently at the protein and transcript levels in the sextuple mutant (Fig. 4A). Genes with upregulated transcripts and upregulated (Q1) or downregulated proteins (Q4) showed enrichments for translation (Fig. 4B). Manual inspection of ribosome (*RP*) genes involved in cytosolic translation revealed that 104 out of 194 cytosolic RPs (cyRPs) are altered in their abundance, of which 42% belong to Q1 and 58% to Q4, indicating that about half of all *cyRP* genes are repressed post-transcriptionally (Fig. 4C; Supplementary Table S4). No cyRPs were detected as DAPs in AA-treated wild type (Fig. 4C; Supplementary Table S3). In the manual inspection of Q1, we found 10 cytosolic and 12 chloroplast proteins in protein folding (GO:000645), most of which are increased with FC > 1.5 (Fig. 4D). Q4 includes most nDNA chloroplast (*cpRP*s), mitochondrial (*mtRP*s) ribosome proteins, and mitochondrion- and chloroplast-localized pentatricopeptide repeat proteins (PPRs), tetratricopeptide repeat proteins (TPRs), and pseudouridine synthases (PUSs) involved in organellar RNA editing and translation (Fig. 4F). These results indicate that a large fraction of cytosolic and organellar ribosome proteins, as well as proteins with roles in cytosolic and organellar RNA editing and translation, are subjected to post-transcriptional repression. Fewer proteins were identified in Q2 and Q3, but “cell growth (GO:0016049)” and “response to osmotic stress (GO:0006970)” were enriched in Q3 with DAPs, with filtering criteria of |FC|> 1.2 and *p*-value < 0.05, among which some proteins were reduced with FC > 1.5 (Fig. 3G and H). These results indicate that a post-transcriptional repression of cytosolic and organellar ribosome proteins and cytosolic and organellar RNA editing proteins and a transcriptional and post-transcriptional co-repression of growth-related genes and stress-responsive genes occur upon iMUCH.

**Fig. 4:**
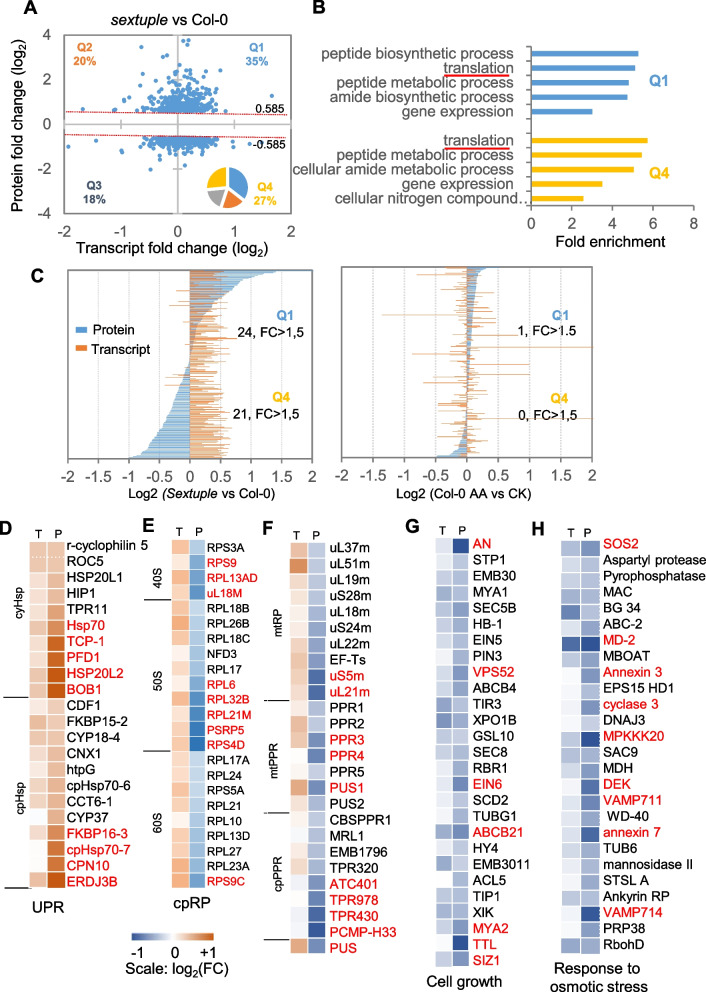
Proteome–transcriptome cross-comparison reveals post-transcriptional repression of ribosome gene expression. **A** Co-regulation plot of transcript and protein fold-change (FC) of sextuple mutant seedlings versus wild type seedlings. The percentage of co-upregulated proteins (Q1), post-transcriptionally increased proteins (Q2), co-downregulated proteins (Q3), and post-transcriptionally repressed proteins (Q4) is indicated in each quadrant. **B** Top five biological processes enriched in Q1 and Q4 quadrant of the co-regulation plot, derived from the significant hits of differentially abundant proteins (DAPs, *P* < 0.05, |FC|> 1.5). **C** Co-regulation of cyRPs. Individual transcripts (yellow) and proteins (blue) were plotted with Log_2_(FC) of sextuple mutant seedlings versus wild type seedlings (left panel) and AA-treated seedlings versus untreated seedlings (right panel), demonstrating a large proportion of post-transcriptionally repressed cyRPs in sextuple *mutant* seedlings, but not in AA-treated seedlings. **D**-**H** Examples of co-regulated proteins identified by mass spectrometry and RNA-seq. Co-upregulated chaperones in Q1 are transcriptionally and post-transcriptionally induced (D). nDNA-encoded cpRPs (E), mtRPs, mtPPRs, and cpPPRs (F) in Q4 are transcriptionally induced, but post-transcriptionally repressed. An example of co-downregulated proteins in cell growth (G) and response to osmotic stress (H) is also demonstrated. Proteins marked by the red color are the ones with |FC|> 1.5. *P* < 0.05. See also Supplementary Table S4 for the information on gene lists for heatmap analysis

### Selective translational repression of ribosomal and RNA modification genes is evident in both gain-of-function and knockdown-of-function *MCU* plants

Post-transcriptional repression of ribosome gene expression suggests a cytosolic proteostatic response may occur upon iMUCH. To test this possibility, we performed polysome profiling in *2OX*, sextuple, and wild type to assess the status of cytosolic translation (Molenaars et al. 2020). We observed a slight shift from polysomes to monosomes in *2OX* and sextuple mutant plants relative to the wild type (Fig. 5A, upper panel) but a significant shift in AA-treated wild type (Fig. 5A, lower panel). These observations suggest that impairing electron transport chain (ETC) function, but not iMCUH, significantly represses global translation.

**Fig. 5:**
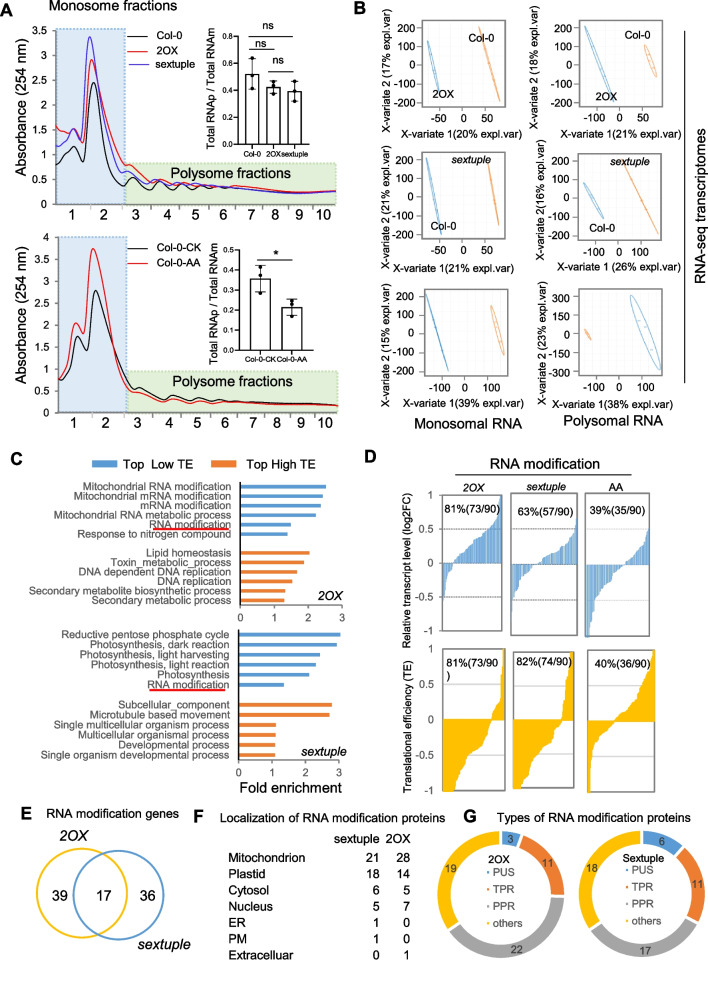
*2OX* and *sextuple* plants display reduced translational efficiency of RNA modification proteins and cytosolic ribosomal proteins. **A** Representative polysome profiles showing altered cytosolic polysome abundance in *2OX* (red line) and sextuple mutant (blue line) seedlings relative to the wild type (black line) (upper panel) and in AA-treated (red line) and control (black line) wild type seedlings (lower panel). Monosomal fractions and polysomal fractions are indicated by the blue and green backgrounds, respectively. RNAs isolated from highly translated fractions (green, polysomes) and lesser translated fractions (blue, monosomes) were used for RNA-seq analysis for *2OX*, sextuple mutant, and wild type seedlings as well as AA-treated and control wild type seedlings. The inserted panels are the histogram of total polysomal RNA (RNAp) divided by total monosomal RNA of 2OX, sextuple mutant and wild type plants (upper insertion), and that of AA-treated and untreated plants (lower insertion). A two-tailed Student’s *t*-test was performed to examine statistical significance, *P < 0.05, ns: not significant. Partial least-squares discriminant analysis (PLS-DA) for monosomal (left) and polysomal (right) RNA-seq libraries showing the distinction between *2OX* (upper panel), sextuple mutant (middle panel) seedlings and their controls and between AA-treated and control wild type seedlings (lower panel). **C** Top six biological processes with highest enrichment scores for low translational efficiency (TE, blue) or high TE (yellow) transcripts in GO. TE is defined as the Log_2_ ratio of polysomal versus monosomal differences in transcript levels between *MCU* and control seedlings or AA-treated and control wild type seedlings. Decreased TE was detected in pathways of mitochondrial RNA and RNA modification, reductive pentose phosphate cycle, and photosynthesis in *2OX* and sextuple mutant seedlings, but not in AA-treated seedlings (Fig. S5). Clusters with an “enrichment score” above 1 (*P* < 0.001) were considered significantly enriched. **D** Visualization of transcript and TE levels of mRNAs enriched in RNA modification. Proportion of downregulated and upregulated transcripts (upper panel) and their TEs (lower panel) were plotted for *2OX*, sextuple mutant, and AA-treated seedlings relative to their controls. The percentage of upregulated transcripts and transcripts with low TEs is indicated within each plot. **E**–**G**. Identity of genes enriched in RNA modification. The Venn diagram shows the number of overlapping genes and unique genes detected in *2OX* and sextuple mutant seedlings, respectively (E), with their predicted subcellular localization (F), and the number of genes encoding PPR-related proteins in both *2OX* and sextuple mutant seedlings (G). See also Supplementary Table S5 for the information on lists of genes for GO analysis

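The 45 nuclear genes that the annotation names as photosystem, light-harvesting or Rubisco small subunit proteins were examined. Their TE was below 0 for 30 of 45 in *2OX* (66.7%), 41 of 45 in the sextuple mutant (91.1%) and 34 of 45 after AA (75.6%), where matched random lists had a median share of 62.2%, 66.7% and 60.0%. The median TE change was -0.10 in *2OX*, -0.32 in the sextuple mutant and -0.30 after AA. By camera the raw p was 0.183 in *2OX* (limma adjusted p = 0.296 over the 21 list tests), 2.4e-12 in the sextuple mutant (limma adjusted p = 5.0e-11) and 1.1e-05 after AA (limma adjusted p = 7.4e-05). By fry it was 0.777, 0.0333 and 0.306, and with an estimated correlation 0.748, 0.0512 and 0.321. The share in *2OX* was 37.8% without wild-type replicate 2 and 80.0%, with a camera p of 0.0269, without wild-type replicate 3. By limma 0 of the genes passed adjustment in *2OX* and the sextuple mutant, with 0 and 7 at an unadjusted p under 0.05. After AA 1 passed over all genes, 2 adjusted over the list alone and 11 unadjusted. The log2 polysome to monosome ratio relative to all genes was 0.98 ± 0.13 (SD, n = 3) in *2OX* and 1.13 ± 0.23 (SD, n = 3) in its control (two-sided exact permutation test, p = 0.5). It was lower in every replicate of the sextuple mutant, at 0.83 ± 0.16 (SD, n = 3), than in its control, at 1.22 ± 0.17 (SD, n = 3), and lower in every AA replicate, at 0.79 ± 0.24 (SD, n = 3), than after DMSO, at 1.22 ± 0.08 (SD, n = 3; exact permutation test, p = 0.1 for both, the smallest possible). Wild-type replicate 3, which is not a control of the sextuple mutant, lay at 0.95, below sextuple replicate 2 at 1.01. These 2 levels come from separately scaled tables. Tested directly, the median difference in TE change was 0.24 between *2OX* and AA (camera p of 0.00414, fry p of 0.486) and 0.02 between the sextuple mutant and AA (camera p of 0.897, fry p of 0.961).

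**Figure D1:**
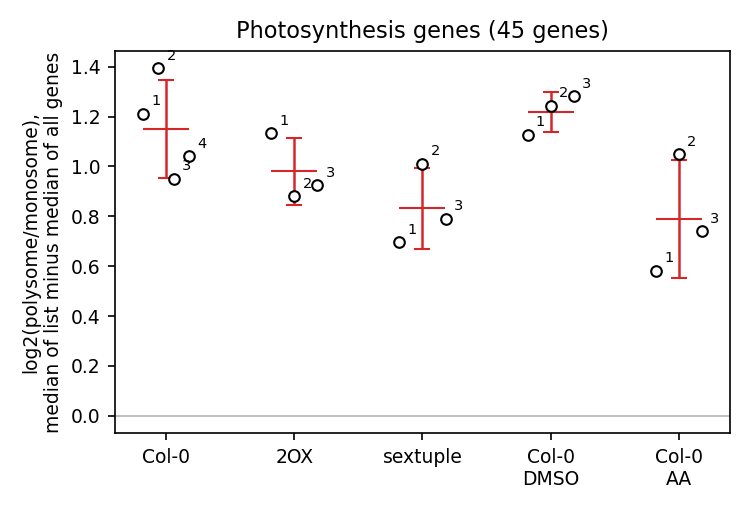
Log2 ratio of polysome to monosome values of the photosynthesis genes relative to all genes in each replicate, with the mean and SD of each group; the numbers are replicate numbers. The replicates of the sextuple mutant and of AA-treated wild type lie below those of their controls, and *2OX* and its control overlap. Sextuple replicate 2 lies above wild-type replicate 3, which is not among the controls of the mutant.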

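Extracts of 10-day-old seedlings were separated on sucrose gradients into a monosome fraction, where a transcript carries a single ribosome, and a polysome fraction, where it carries several. RNA of both fractions was sequenced for 3 replicates each of *2OX* (the line that overexpresses *MCU2*), the sextuple mutant (mutated in *MCU1* to *MCU6*), AA-treated wild type and its DMSO-treated control, and for 4 replicates of untreated wild type (Col-0), 32 libraries in all. AA (antimycin A, an inhibitor of mitochondrial electron transport) was given at 50 µM, for 4 h by the methods and for 5 h by the sample labels. By the methods, the AA- and DMSO-treated seedlings had first been kept overnight in liquid medium in the dark, while the seedlings of the lines were collected from plates. *2OX* was compared with wild-type replicates 2, 3 and 4, the sextuple mutant with replicates 1, 2 and 4, and AA-treated with DMSO-treated wild type, as Supplementary Table S5 lists them.

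The authors deposited a value per gene and library that they had adjusted for library size, and their own fold changes and VIP scores. Each table was scaled separately, so that the values of wild-type monosome replicate 2 differ by -0.24 (log2) between the *2OX* and the sextuple tables, with an SD over genes of 2.3e-04. The number of reads behind a value is therefore unknown, and no counting interval is given. Sums of the values are given in units of 1000000. In the *2OX* tables the values of a monosome library sum to 23.9 to 43.3 for *2OX* (median 25.3) and to 22.4 to 28.3 for wild type (median 24.4). Polysome libraries there sum to 28.7 to 38.3 for *2OX* (median 38.3) and to 30.7 to 37.9 for wild type (median 34.2). In the sextuple tables, monosome libraries sum to 21.4 to 35.4 for the mutant (median 27.7) and to 26.0 to 28.9 for wild type (median 26.2), and polysome libraries to 33.2 to 39.7 (median 34.7) and to 33.4 to 40.6 (median 36.4). After AA the sums are 33.6 to 37.0 in monosome libraries (median 35.3) and 37.6 to 45.1 in polysome libraries (median 37.7). The DMSO-treated libraries sum to 27.7 to 37.9 (median 36.8) and 33.0 to 39.8 (median 37.7). Ribosomal RNA takes between 15.5% and 63.4% of a library's sum.

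Genes with a value of at least 10 in at least 3 libraries were tested with limma 3.58.1 on log2(value + 1), with a variance trend, two-sided and with Benjamini-Hochberg adjustment. The change in TE was fitted as the change in polysome RNA minus the change in monosome RNA. On simulated data of 20269 genes this fit called 59.4% of the genes given a changed TE, and 83.5% of those with a mean value above 100, while 5.65% of its calls were unchanged genes. Genes of a list were tested together with limma's camera, which sets them against all other genes with a preset correlation of 0.01. *MCU2* (AT1G57610) had a value of 885 ± 118 (SD, n = 3) in polysome RNA of *2OX* and 213 ± 15.4 (SD, n = 3) in wild type. Its log2 change was 2.04 there (SE 0.16, limma adjusted p = 3.0e-05) and 1.58 in monosome RNA (SE 0.22, limma adjusted p = 0.0118). In the sextuple mutant none of the *MCU* genes passed an adjusted p of 0.05, and the log2 changes in polysome RNA were -1.12 for *MCU6* (AT5G66650; SE 0.22, limma adjusted p = 0.0651), -1.08 for *MCU1* (AT1G09575), -0.72 for *MCU3* (AT2G23790) and -0.28 for *MCU2*. *MCU4* (AT4G36820) lay near the lower limit of 10, and *MCU5* (AT5G42610) was listed at 0 in monosome RNA of the mutant and at 12.6 ± 4.46 (SD, n = 3) in wild type.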

To determine which genes are regulated translationally, we generated RNA-seq libraries of the monosomal and polysomal RNA fractions. This RNA-seq dataset provided information for over 23,000 genes, covering the majority of the Arabidopsis genome and allowing for a global description of the differences between monosomal and polysomal fractions (Supplementary Table S5). 

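The *2OX* tables listed 24712 genes in monosome RNA and 25248 in polysome RNA, 23775 of them in both. The sextuple tables listed 24614 and 25340 genes, 23779 in both, and the AA tables 25708 and 25985, 24684 in both. Together they hold 28394 gene identifiers, of which 28263 are in the RefSeq annotation. The lower limit on values left 20597 (*2OX*), 20800 (sextuple mutant) and 21769 (AA) genes for the test of TE.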

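In AA-treated wild type, 2452 genes were higher and 2193 lower than in DMSO-treated wild type in monosome RNA, of 21095 tested, and 1748 were higher and 2135 lower in polysome RNA, of 20614 (limma adjusted p under 0.05). In *2OX*, 12 genes were higher and 5 lower in monosome RNA, of 19637, and 29 were higher and 5 lower in polysome RNA, of 19873. In the sextuple mutant, 10 genes were higher and 10 lower in monosome RNA, of 19892, and 11 were higher and 19 lower in polysome RNA, of 20110. At an unadjusted p under 0.05 the lines had 962 and 1145 (*2OX*) and 1113 and 2015 (sextuple mutant) changed genes in the 2 fractions. The count for *2OX* polysome RNA was 110 without *2OX* replicate 2, with 46 genes higher and 64 lower. It was 19 without *2OX* replicate 1, with 16 higher and 3 lower. The count for polysome RNA of the sextuple mutant was 134 without wild-type replicate 1 and 13 without sextuple replicate 1.

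In polysome RNA of *2OX* the largest increase with a value above 0 in wild type was that of AT5G54550, which encodes a DUF295 protein, at 6.53 (SE 0.63, limma adjusted p = 1.7e-04); whether reads of other DUF295 genes are counted for it was not tested. AT5G24240, a phosphatidylinositol 4-kinase gamma-like gene, decreased by 2.35 (SE 0.24, limma adjusted p = 2.7e-04) in *2OX* and by 2.65 (SE 0.24, limma adjusted p = 2.1e-05) in the sextuple mutant. AT4G33500, a protein phosphatase 2C gene, decreased by 6.37 (SE 0.36, limma adjusted p = 7.1e-08) in polysome RNA of the sextuple mutant, and *SADHU3-2* (AT3G42658) increased by 4.73 (SE 0.23, limma adjusted p = 1.9e-08). After AA, AT5G07330 increased by 6.57 (SE 0.65, limma adjusted p = 5.6e-05) and AT5G63270 decreased by 6.52 (SE 0.67, limma adjusted p = 7.2e-05) in polysome RNA.

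A PLS-DA was run on each set of 6 libraries (log2 values, centred and scaled), with the real grouping and with each of the other splits of the 6 libraries into 3 and 3. The share of variance on the first component was 20.1% in *2OX* monosome and 21.5% in *2OX* polysome RNA, 21.0% and 27.7% in the sextuple mutant, and 42.2% and 41.8% after AA. Of the 10 splits, 8 gave a share as large as the real grouping in *2OX* monosome RNA, 6 in *2OX* polysome RNA and 5 in sextuple monosome RNA. The real grouping alone gave it in sextuple polysome RNA and in both fractions after AA. Centred and not scaled, the real grouping alone gave as large a share in *2OX* polysome RNA too (25.8%, others up to 25.2%), and 4 splits did in *2OX* monosome and 2 in sextuple monosome RNA.

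**Figure D2:**
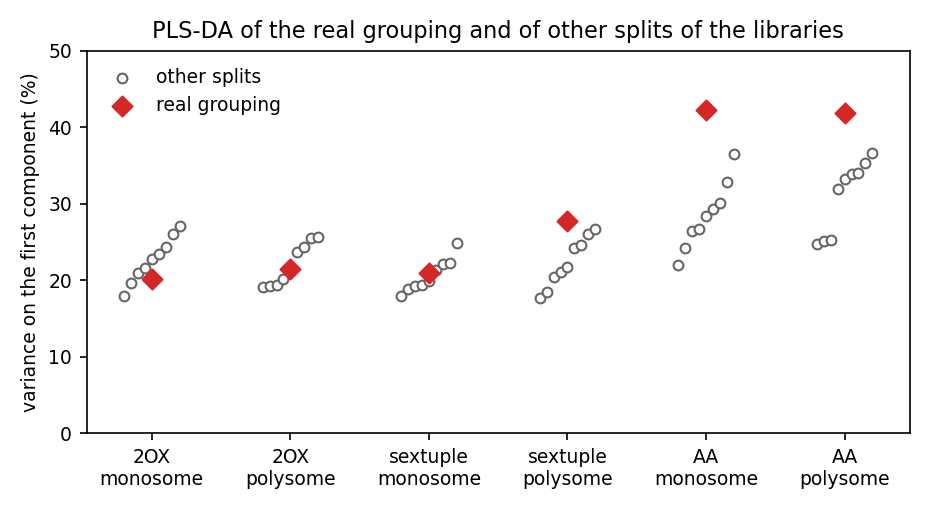
Share of variance on the first PLS-DA component (%) for each comparison and fraction, for the real grouping and for the other splits of the same 6 libraries, with centred and scaled values. The real grouping lies among the other splits in both *2OX* fractions and in sextuple monosome RNA, and above all of them in sextuple polysome RNA and after AA, at 42.2% and 41.8%.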

We performed a partial least-squares discriminant analysis (PLS-DA) to distinguish *2OX* and the sextuple mutant from wild type and AA-treated and untreated wild type (Fig. 5B). Next, we calculated the translational efficiency (TE) of each gene (see Methods). 

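TE changed at a limma adjusted p under 0.05 for 1 gene in *2OX*, 0 genes in the sextuple mutant and 193 genes after AA, of which 22 were higher and 171 lower. At an unadjusted p under 0.05 the counts were 340, 739 and 2581. The gene in *2OX* was AT5G10160, a thioesterase superfamily gene, with a log2 TE change of 1.70 (SE 0.25, limma adjusted p = 0.0362), and every *2OX* replicate lay above every wild-type replicate. It was called in none of the 6 fits that each left out 1 replicate. With the monosome and polysome libraries of a replicate paired by a replicate block, 470 genes changed after AA, 97 higher and 373 lower. Without DMSO replicate 2 the count after AA was 24. Across genes, the fitted TE changes correlated with the TE values of the authors' deposited table at a Pearson's r of 0.91 in *2OX*, 0.90 in the sextuple mutant and 0.91 after AA; genes are not independent replicates.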

A positive log₂ TE value indicates a higher TE for a given transcript that shifts from monosomes to polysomes, whereas a negative log₂ TE value represents a lower TE of a given transcript that shifts from polysomes to monosomes. We applied a minimal fold-change TE cutoff of 1.25 with a significant Variable Importance in Projection (VIP) score to filter genes with significantly altered TE (saTE) for GO term clustering (Supplementary Table S5). 

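The fold change of 1.25 corresponds to a log2 TE of 0.32 in Supplementary Table S5. Past it lay 3793 genes with high TE and 3000 with low TE in *2OX* (33.0% of the genes tested), 4210 and 3361 in the sextuple mutant (36.4%), and 5793 and 4904 after AA (49.1%). The fold change filter uses no replicate error. In simulated data in which no gene changed, 38.6% of genes passed it. That simulation drew the 2 fractions of a replicate independently, while the real ones correlated at 0.12 to 0.46 in *2OX*. It can therefore overstate the noise, and its share lies above those of both lines. Across 10 groups of genes of equal size by mean value, the share past it fell from 77.9% of the genes with the lowest values to 3.50% of those with the highest in *2OX*, from 81.4% to 13.9% in the sextuple mutant and from 82.7% to 38.03% after AA, and the median SE of the TE change fell from 1.20 to 0.22, from 1.25 to 0.20 and from 1.34 to 0.22. The fall did not continue to the highest group in the sextuple mutant, with 12.4% in group 9 and 13.9% in group 10. After AA the share was lowest in group 8, at 30.7%, and was 31.6% in group 9. With a VIP score above 1 in either fraction, taken from the authors' deposited table, 5198, 5835 and 8304 genes remained past the cutoff. The authors' deposited table holds 3996 genes with high and 3361 with low saTE in *2OX*, 3948 and 3498 in the sextuple mutant, and 4994 and 4218 after AA. Of these saTE genes, 65, 109 and 4478 have an adjusted p under 0.05 in either fraction in the authors' deposited table.

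**Figure D3:**
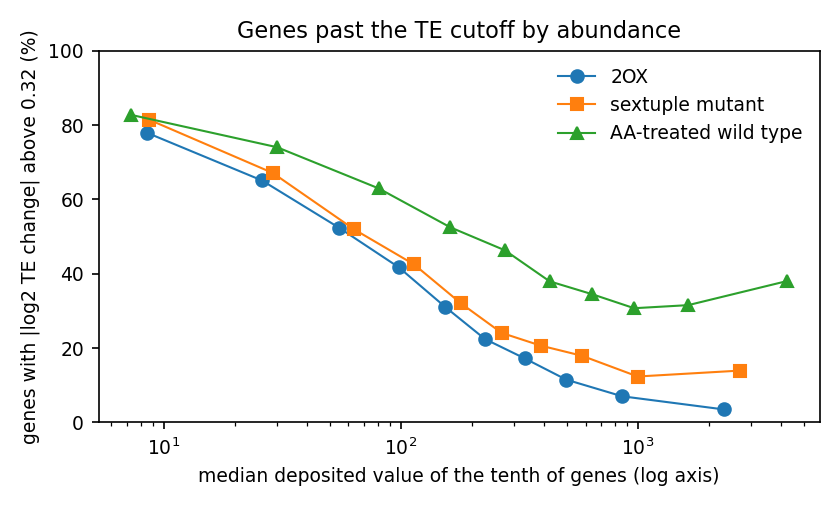
Percent of genes with a fitted log2 TE change above 0.32 or below -0.32, in 10 groups of equal size by mean value from the lowest to the highest, for *2OX*, the sextuple mutant and AA-treated wild type. The share falls from 77.9% to 3.50% in *2OX*. After AA it falls from 82.7% in the group with the lowest values to 30.7% in group 8 and is 38.03% in the highest.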

Intriguingly, genes with low TE in both *2OX* and the sextuple mutant, but not in AA-treated wild type, are enriched in mitochondrial RNA metabolism and RNA modification (Fig. 5C), indicating that the selective translational repression of RNA modification genes takes place upon iMUCH. 

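The sheets that list the RNA modification genes were held only in part, so the 315 PPR genes named in the annotation were examined as a family instead. TE was below 0 for 121 of 271 PPR genes in *2OX* (44.6%), 122 of 270 in the sextuple mutant (45.2%) and 94 of 286 after AA (32.9%). Over all genes tested the share was 49.2%, 48.4% and 46.4%. The median TE change of the PPR genes was 0.05 in *2OX*, 0.04 in the sextuple mutant and 0.22 after AA. By camera the raw p was 0.766 in *2OX* (limma adjusted p = 0.847 over the 21 list tests), 0.238 in the sextuple mutant (limma adjusted p = 0.357) and 0.00647, towards higher TE, after AA (limma adjusted p = 0.0340). The result after AA did not hold with an estimated correlation (p of 0.237) or with fry (p of 0.113), and without AA replicate 3 the camera p was 0.0656. With the monosome and polysome libraries of a replicate paired by a replicate block it held with camera (p of 0.00600) and with fry (p of 0.00673). The difference between *2OX* and AA was tested directly and had a median of -0.19 over the PPR genes (camera p of 0.0350, fry p of 0.243); between the sextuple mutant and AA it was -0.07 (camera p of 0.163, fry p of 0.497).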

We inspected our RNA-seq data and determined that about 81%, 63%, and 39% of RNA modification genes were upregulated in *2OX*, the sextuple mutant, and AA-treated wild type, respectively. About 81% of their transcripts with low TE were detected in *2OX* and the sextuple mutant, but only 40% in AA-treated wild type, indicating again the high translational suppression of RNA modification genes in *2OX* and the sextuple mutant (Fig. 5D). 

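In each replicate, the log2 ratio of polysome to monosome values was taken as the median of the PPR genes relative to that of all genes. It was 0.05 ± 0.04 (SD, n = 3) in *2OX* against -0.01 ± 0.05 (SD, n = 3) in its wild-type control, a difference within the spread of the replicates (two-sided exact permutation test, p = 0.3). For the sextuple mutant it was 0.06 ± 0.14 (SD, n = 3) against -0.02 ± 0.06 (SD, n = 3; exact permutation test, p = 0.5). After AA it was 0.37 ± 0.11 (SD, n = 3) against 0.13 ± 0.02 (SD, n = 3), higher in every AA replicate than in every DMSO replicate (exact permutation test, p = 0.1, the smallest that 3 replicates against 3 allow).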

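Of the PPR genes, 8 in *2OX*, 11 in the sextuple mutant and 20 after AA had a TE change at an unadjusted p under 0.05, and 0 passed adjustment in each of the 3 comparisons, both over all genes tested and adjusted over the list alone. By the fold change alone, 62 PPR genes had low and 74 high TE in *2OX*, 63 and 88 in the sextuple mutant, and 43 and 119 after AA. Among PPR genes the authors' deposited table has 63 low-TE and 58 high-TE saTE genes in *2OX*, 50 and 63 in the sextuple mutant, and 21 and 65 after AA. The log2 TE change of *PNM1* (AT5G60960, taken for rPPR9, which the paper gives as At1g60960) was 0.24 in *2OX* (SE 0.28), 0.35 in the sextuple mutant (SE 0.30) and 0.04 after AA (SE 0.22), none with an adjusted p under 0.05 by limma.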

Among the enriched RNA modification genes with low TE, we identified 56 (*2OX*) and 53 (sextuple mutant) genes as significant hits, of which 17 genes were shared by *2OX* and the sextuple mutant (Fig. 5E). Of those, about half encoded mitochondrion- or chloroplast-localized PPR, TPR, and PUS proteins, which regulate organellar functions by executing organellar RNA editing and translation (Fig. 5F and G) (Sun et al. 2019, 2024). Although *cyRP*s were not part of the top list of enriched genes with saTE, we also assessed their translational efficiency. About 88% and 93% of *cyRPs* were transcriptionally upregulated in *2OX* and the sextuple mutant, respectively (Fig. S3A, Supplementary Table S2). However, only about half (52%) of *cyRPs* were upregulated upon AA treatment (Fig. S3A, Supplementary Table S5). 

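Of the *cyRP*s of the class ribosomal protein in Supplementary Table S4, a list that also holds some chloroplast ribosomal proteins, 121 of 139 tested (87.1%) had a TE below 0 in *2OX*, 77 of 139 (55.4%) in the sextuple mutant and 78 of 140 (55.7%) after AA. Random lists of genes matched on mean value, 10000 for each comparison, had a median share of 60.4%, 63.3% and 62.1%. The share was as high as the observed one in 0 of the random lists in *2OX*, in 9847 in the sextuple mutant and in 9550 after AA. The median TE change was -0.14 in *2OX*, -0.02 in the sextuple mutant and -0.08 after AA. In *2OX*, 7 *cyRP*s lay below the TE of -0.32 and 1 above 0.32. After adjustment 0 *cyRP*s had a changed TE in *2OX* and 0 in the sextuple mutant, over all genes or adjusted over the list alone, with 1 and 0 at an unadjusted p under 0.05; after AA there were 2, also 2 adjusted over the list alone, and 19 unadjusted.

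By camera the raw p in *2OX* was 2.1e-08 (limma adjusted p = 2.2e-07 over the 21 list tests), in the sextuple mutant 0.182 (limma adjusted p = 0.296) and after AA 0.0380 (limma adjusted p = 0.0999). Neither the *2OX* nor the AA result held with an estimated correlation (p of 0.278 and 0.514) or with fry (p of 0.366 and 0.351). Of the camera results of all lists in *2OX*, the sextuple mutant and AA with a p under 0.05, those for photosynthesis genes and lipid homeostasis genes held under fry, in the sextuple mutant and in *2OX* respectively, as did that for the chloroplast ribosomal proteins after AA. With an estimated correlation, those for the lipid homeostasis genes and the chloroplast ribosomal proteins held. The share in the sextuple mutant depended on single wild-type replicates. It was 23.0% without replicate 1 and 77.7% without replicate 4.

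Relative to all genes, the log2 polysome to monosome ratio of the *cyRP*s was 0.25 ± 0.09 (SD, n = 3) in *2OX* and 0.44 ± 0.15 (SD, n = 3) in its control (two-sided exact permutation test, p = 0.2). It was 0.53 ± 0.12 (SD, n = 3) in the sextuple mutant and 0.62 ± 0.37 (SD, n = 3) in its control (exact permutation test, p = 0.8), and 0.67 ± 0.15 (SD, n = 3) after AA and 0.75 ± 0.01 (SD, n = 3) after DMSO (exact permutation test, p = 0.4). The 4 wild-type replicates, levels taken from the separately scaled *2OX* and sextuple tables, ranged from 0.28 to 1.01.

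**Figure D4:**
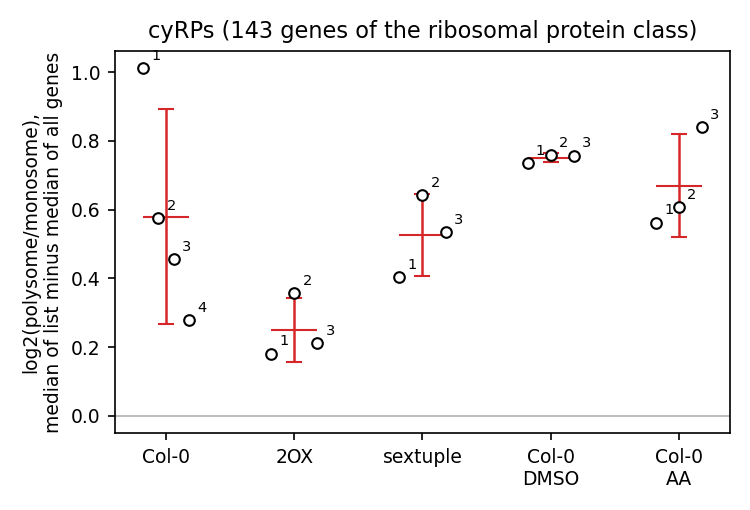
Log2 ratio of polysome to monosome values of the *cyRP*s relative to all genes in each replicate, with the mean and SD of each group; the numbers are replicate numbers. The wild-type replicates spread from 0.28 to 1.01, and the *2OX* replicates lie at 0.18, 0.36 and 0.21.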

A large proportion of *cyRP*s had low TE in *2OX* (76% of cyRPs) and the sextuple mutant (62% of *cyRP*s), and 51% of *cyRP*s with low TE were detected in AA-treated wild type, implying a strong repression of cytosolic translation of *cyRP* genes in *2OX* and the sextuple mutant (Fig. S3B, Supplementary Table S5). 

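Of the 18 lipid homeostasis genes that Supplementary Table S5 lists for *2OX*, 13 passed the lower limit on values. All 13 had a TE change above 0, with a median of 0.54 and a range of 0.31 to 1.85, and 12 lay above 0.32. By limma 0 passed adjustment, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05; the list was chosen by the study on these libraries, so that the list-wide tests are not independent evidence. The camera p was 5.3e-06 and the fry p 3.6e-04. Their median value was 34.1, against 187 for all genes tested. With no lower limit all 18 were tested, and 16 lay above 0.32. The list leaned the same way in the other comparisons. In the sextuple mutant 11 of 14 tested had a TE change above 0, with a median of 0.28 (camera p of 0.0540, fry p of 0.0367). The mutant shares wild-type control libraries with *2OX*, on which the list was chosen, so its lean is not separate evidence. Unchanged groups simulated with these shared controls had TE changes that correlated at 0.33 across genes. After AA, which shares no library with *2OX*, 11 of 15 tested had a TE change above 0, with a median of 0.46 (camera p of 0.0778, fry p of 0.126). The log2 polysome to monosome ratio of the list relative to all genes was -0.11 ± 0.34 (SD, n = 3) in *2OX* and -0.85 ± 0.13 (SD, n = 3) in wild type (two-sided exact permutation test, p = 0.1, the smallest possible here). In the sextuple mutant, the protein import and protease genes of Supplementary Table S2 (27 tested of 28) had a TE below 0 in 29.6% of cases and a median TE change of 0.22 (camera p of 0.107, limma adjusted p = 0.226 over the 21 list tests). The chaperone genes (60 tested) had a TE below 0 in 30.0% and a median of 0.13 (camera p of 0.0255, limma adjusted p = 0.0991).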

Genes with a high TE encoded proteins in lipid homeostasis and secondary metabolism in 2OX and in protein transport and establishment of protein localization in the sextuple mutant (Fig. 5C, Supplementary Table S5). This observation suggests that metabolic adaptation and the enhancement of interorganellar contacts are likely activated upon iMUCH (Kim et al. 2016; Antonicka et al. 2020). 

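The largest increases in TE after AA were those of AT2G07659, AT2G07731 and AT1G44970, a peroxidase gene, at 5.25 (SE 1.03, limma adjusted p = 0.0183), 5.05 (SE 1.06, limma adjusted p = 0.0286) and 4.69 (SE 1.07, limma adjusted p = 0.0435). Whether reads of other genes are counted for AT2G07659 and AT2G07731 was not tested. The largest decreases were those of AT3G52550, which encodes a protein like OFP15, at -3.41 (SE 0.76, limma adjusted p = 0.0401), *TUB1* (AT1G75780) at -3.23 (SE 0.41, limma adjusted p = 4.3e-04) and AT1G62480, a vacuolar calcium-binding protein-like gene, at -3.05 (SE 0.23, limma adjusted p = 2.0e-06). These 6 genes were chosen among called genes whose AA and DMSO replicates did not overlap, so that their separation is not further evidence. *AOX1a* (AT3G22370), a marker of the mitochondrial stress response, rose by 0.86 in polysome RNA after AA (SE 0.17, limma adjusted p = 0.00436). In monosome RNA it rose by 0.39 (SE 0.16, limma adjusted p = 0.101), and its TE change was 0.47 (SE 0.24, limma adjusted p = 0.468). Its change in polysome RNA was 1.07 in *2OX* (limma adjusted p = 0.00812) and 0.05 in the sextuple mutant (limma adjusted p = 0.929).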

Genes with high TE were enriched mostly in organic acid metabolism and response to oxygen level in AA-treated wild type (Fig. S4), indicating that translational adaptation mostly works towards metabolism and stress response to AA-induced mitochondrial stress.

These findings suggest that genes in organellar and cytosolic translational machinery are subjected to translational regulation upon iMUCH. 

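Across 20419 genes, the TE changes of *2OX* and the sextuple mutant correlated at 0.30, and 61.2% had the same sign. Both lines were compared with wild-type replicates 2 and 4, and unchanged groups simulated against the same controls gave a correlation of 0.33 (0.31 to 0.37 in 100 simulations) and the same sign in 60.9% of genes. With wild-type replicate 3 alone as the control of *2OX* and replicate 1 alone as that of the sextuple mutant, the correlation was 0.014 (-0.029 to 0.030 in 100 simulations) and 51.2% of genes had the same sign (49.1% to 50.7%). Between *2OX* and AA, which share no library, it was 0.02, and between the sextuple mutant and AA 0.04. The genes of oxidative phosphorylation in Supplementary Table S2 (75 tested) had a TE below 0 in 66.7% of cases in *2OX* (camera p of 0.0347, limma adjusted p = 0.0999), in 64.0% in the sextuple mutant (camera p of 0.0283, limma adjusted p = 0.0991) and in 50.7% after AA (camera p of 0.103, limma adjusted p = 0.226). With monosome and polysome libraries paired in a replicate block, the raw camera p was 0.0593 in *2OX*, 0.0838 in the sextuple mutant and 0.123 after AA. By fry the p was 0.670 in *2OX*, 0.555 in the sextuple mutant and 0.353 after AA. Of these 75 genes, 0 in *2OX*, 1 in the sextuple mutant and 35 after AA had a TE change at an unadjusted p under 0.05. Adjusted over all genes 0 passed in each comparison, and adjusted over the list alone 0, 0 and 14. By the fold change alone, 26 of them had low and 22 high TE after AA.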

Although the global translational response was less affected in *2OX* and the sextuple mutant compared to AA-treated wild type, a prominent translational repression of RNA modification and cytosolic ribosome proteins took place in 2*OX* and the sextuple mutant, but not in AA-treated wild type. These results clearly demonstrate that iMUCH strongly triggers a cytosolic translation response with specific impacts on RNA modification protein and cytosolic ribosome protein synthesis.

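The TE changes of the lines were tested against that of AA as a difference of differences. For the *cyRP*s the median difference was -0.09 between *2OX* and AA (camera p of 0.137, fry p of 0.719) and 0.03 between the sextuple mutant and AA (camera p of 0.402, fry p of 0.768). Without wild-type replicate 4 the *2OX* difference was -0.16 (camera p of 0.00706) and the sextuple difference -0.09, and without wild-type replicate 1 the sextuple difference was 0.20. The median absolute TE change over all genes tested was 0.20 in *2OX*, 0.23 in the sextuple mutant and 0.31 after AA. The paper concludes that iMUCH triggers a cytosolic translation response with specific effects on the synthesis of RNA modification proteins and *cyRP*s. It cites their larger shares with low TE in the lines than after AA (Fig. 5D, Fig. S3B). It also cites the smaller response of the lines over all genes. RNA modification was enriched among its low-TE genes in both lines and not after AA. For the *cyRP*s the paper further cites reduced protein abundance in the sextuple mutant, which was not analysed here.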

### eIF2α but not TOR responds to iMUCH-induced long-term mitochondrial stress

Protein synthesis can be attenuated by the decrease in the Mechanistic Target of Rapamycin (mTOR) signaling activity and the increase in the phosphorylation of eukaryotic translation initiation factor 2 (eIF2α Samluk et al. 2019; Topf et al. 2019). To identify the potential effectors, we mined the proteomic data and discovered that eIF2α, eIF2-A2, ABCF4, and ABCF5 protein levels are significantly lower in the sextuple mutant but not in AA-treated wild type (Fig. 6A), although most TOR components were unfortunately not detected by mass spectrometry. Besides, other components in translation initiation also showed a significant reduction, including eIF3d (cytoplasmic cap-dependent translation initiation) and EIF3, TRM61 and NagB (regulation of translation initiation) (Fig. 6B). To substantiate these observations, we further examined the abundance of p-eIF2α phosphorylated form of eIF2α), KIN10, the phosphorylated form of KIN10 (p-KIN10), KIN11 (p-KIN11), and TOR protein by immunoblotting. The p-eIF2α levels were significantly reduced, but p-KIN10 and TOR abundance showed no obvious changes in *2OX* or the sextuple mutant, although a slight increase of p-KIN11 in *2OX* and a decrease of KIN10 in the sextuple mutant were detected (Fig. 6C, E). By contrast, we detected a significant increase in p-KIN10 and p-KIN11 and a reduction of TOR, but no obvious alteration of p-eIF2α abundance in AA-treated wild type, although KIN10 showed no changes in AA-treated wild type (Fig. 6D, F). These results suggest that the translational response to iMUCH and AA-induced mitochondrial stress may be transduced by different pathways.

**Fig. 6:**
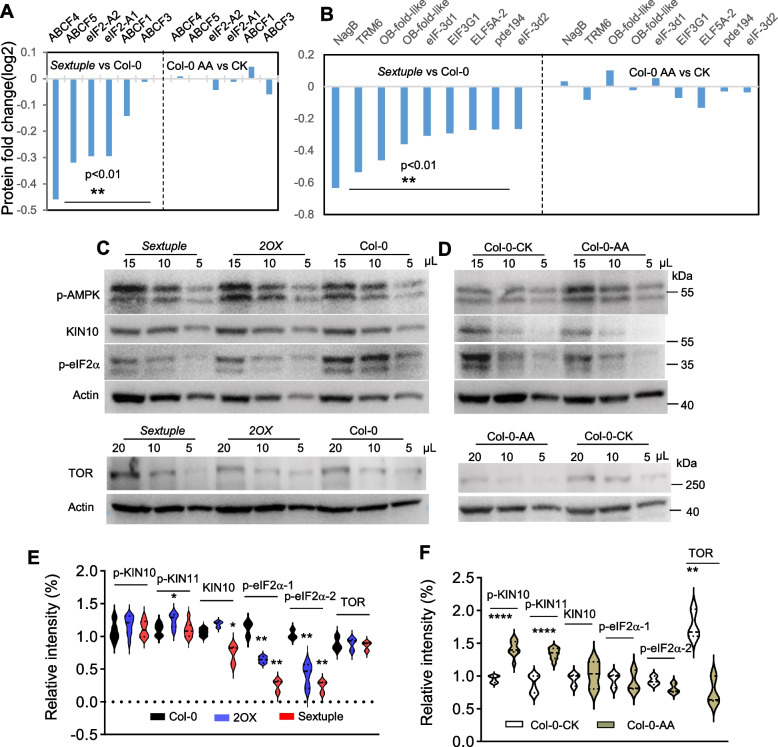
The eIF2α but not TOR responds to iMUCH. **A** and **B** protein abundance of components in GCN2-eIF2α pathway (A) and in translation initiation (GO:0006413) (B). Comparison of protein abundances between the sextuple mutant and Col-0, and between Col-0-AA and Col-0 controls was performed by quantitative proteomic analysis. **C** and **D** protein abundances of TOR and eIF2α pathway components were detected by immunoblotting. Samples and loading volumes are indicated at the top of the panel. Actin serves as a loading control. Anti-p-AMPK antibody recognizes p-KIN10 (upper band) and p-KIN11 (lower band). **E** and **F** quantification of protein abundance. Signal intensity of each protein was quantified with at least three immunoblots using Evolution-Capt software. Significant differences were examined with one-way ANOVA followed by Dunnett's multiple comparisons test for E, *P < 0.05, **P < 0.01, and ****P < 0.0001, *n* = 3. A two-tailed Student t-test was performed for F, ****P < 0.0001, *n* = 3. See also Supplementary Table S7 for the information on statistical analysis

### iMUCH is coupled with the reduction of growth and stress resistance

The connection between mitochondrial and cytosolic proteostasis is likely related to organismal health and cellular stress resistance (Merkwirth et al. 2016; Wang & Auwerx 2017; Boos et al. 2020). To determine the physiological consequence of iMUCH-evoked proteostatic response, we thus examined the growth and stress resistance of the sextuple mutant and four independent *2OX* transgenic lines. We first tracked the seedling growth and development of four *2OX* lines and found that the size of *2OX* plants is correlated with MCU2 levels, indicating that growth inhibition is related to MCU2 expression (Fig. 7A-C). A significant reduction in the leaf area but not in the leaf number of *2OX* and the sextuple mutant was observed compared to the wild type (Fig. 7A and B). Differences in growth were minimized as the developmental process in the sextuple mutant. In addition, *2OX* lines and the sextuple mutant showed premature leaf senescence under normal growth conditions. The timing of premature leaf senescence also appeared to be *MCU2* level-dependent (Fig. 7C and D). However, as the plants matured, all *2OX* lines showed earlier leaf senescence compared to the wild type (Fig. 7D). The sextuple mutant exhibited premature leaf senescence in the late stage under normal growth conditions (Fig. 7D). We tested the resistance to mannitol-induced osmotic stress and found that the growth of *2OX* and *the sextuple* mutant was significantly inhibited compared to the wild type (Fig. 7E and F). These results show that iMUCH shapes plant growth, development, and stress resistance.

**Fig. 7:**
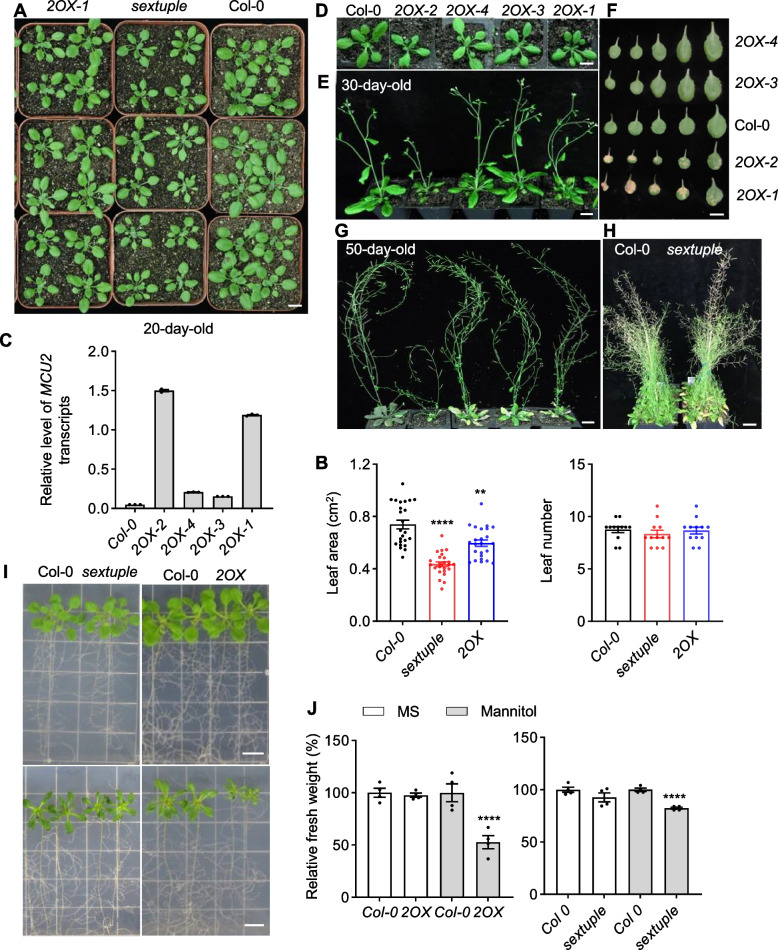
*2OX* and *sextuple* mutant show reduction in growth, osmotic stress resistance, and acceleration of leaf senescence. **A**, **B** Morphological comparison of seedlings grown in soil under normal growth conditions. The morphology of 10-day-old seedlings (A) and the area of the two largest rosette leaves and the leaf number of 10-day-old seedlings (B) were recorded. Results are shown as the mean ± SEM (*n* = 24). A two-tailed Student’s *t*-test was performed. **P < 0.01, ****P < 0.0001. **C** Relative transcript levels in *MCU2* transgenic lines measured by RT-qPCR. **D** The morphology of 10-day-old seedlings of *MCU2* transgenic lines. **E** The morphology of 30-day-old seedlings of *MCU2* transgenic lines. **F***2OX* plants show MCU2 expression level-dependent early leaf senescence. Rosette leaves of 30-day-old seedlings from 2OX-1 and 2OX-2 show premature yellowing starting from the lowest, older leaves, while leaves of Col-0, 2OX-3, and 2OX-4 remain green. **G** The morphology of 50-day-old seedlings of *MCU2* transgenic lines. **H** Sextuple mutant shows accelerated leaf senescence compared to wild type plants at the mature stage under normal growth conditions. Rosette leaves of 50-day-old seedlings from the sextuple mutant are fully yellowed, while those of Col-0 remain green. **I** 2OX and sextuple mutant are sensitive to mannitol-induced osmotic stress. Five-day-old seedlings were transferred to plates containing MS medium only (upper panel) or MS medium containing 150 mM mannitol (lower panel). Photographs were taken 10 days after transfer. **J** Relative fresh weight of *2OX* and sextuple seedlings compared to wild type, measured 10 days after transfer. Results are shown as the mean ± SEM (*n* = 4), normalized to wild type values (set to 100%). Significantly different levels were examined with a two-tailed Student’s *t*-test (****P < 0.0001). The scale bar is 1 cm. See also Supplementary Table S7 for the information on statistical analysis

## Discussion

In our study, we observed mitochondrially localized MCUs in transgenic plants overexpressing MCUs, including MCU6, which was previously reported as a mitochondrial and chloroplast dual-localized Ca^2+^ uniporter when driven by the endogenous promoter (Teardo et al. 2019). It seems that constitutively expressed MCU6 is only targeted to mitochondria. Nevertheless, our results indicate that enhancing or impairing MCU functions caused specific changes in _mt_Ca^2+^ dynamics, further highlighting the important roles of MCUs as mitochondrial Ca^2+^ uptake systems in maintaining _mt_Ca^2+^ homeostasis and in sensing changing (micro)environments for mitochondrial function. Recent studies reported the significantly reduced _mt_Ca^2+^ basal level and the mitochondrial Ca^2+^ uptake in the root cell of the Arabidopsis *mcu1 2 3* triple mutant (Ruberti et al. 2022). The activity of mitochondrial Ca^2+^ uptake in the root cell matches the expression pattern of *MCUs* in the root cell. And the residual Ca^2+^ uptake activity in the *mcu1 2 3* line is likely due to the predominant expression of MCU6 in roots (Fig. 1C). In addition, we observed that MCU-mediated mitochondrial Ca^2+^ uptake does not appear to substantially affect _cyt_Ca^2+^ dynamics, suggesting that MCU-mediated mitochondrial Ca^2+^ uptake may have a limited capacity to buffer _cyt_Ca^2+^. Alternatively, lack of changes in _cyt_Ca^2+^ may be due to the limitation of our study in which _mt_Ca^2+^ signal responses were recorded at the whole plant level (Zhu et al. 2013). Thus, we cannot exclude the possibility that MCUs may buffer _cyt_Ca^2+^ within microdomains.

The physiological roles of organellar Ca^2+^ homeostasis in organelle functioning are largely unknown (Resentini et al. 2021). A recent study found that the jasmonic acid (JA)-related transcripts are significantly repressed in the *mcu1 2 3* triple mutant seedling root transcriptome and proposed that the deregulated JA homeostasis may account for the decreased touch response in the *mcu1 2 3* triple mutant (Ruberti et al. 2022). No DEGs are enriched in the JA signaling pathway in the 10-day-old seedling transcriptome of 2OX and sextuple mutant (Fig. S6, Supplementary Table S1), which is probably due to the tissue- and physiological stage-specific patterns of gene expression. Here, iMUCH activated a nuclear transcription program that is very similar to the Msn2/4-dependent interorganellar proteostasis transcription program (IPTP) induced by the deficiency in mitochondrial translation accuracy (Suhm et al. 2018). Thus, we assume that iMUCH may cause proteotoxic stress in the matrix of mitochondria, likely due to the disturbed mitochondrial translation. Although we do not have direct evidence, alterations in the protein abundance of OXPHOS complexes may be the outcome of disturbed mitochondrial translation. Our immunoblotting showed that the abundance of mtDNA-encoded COB, COX1, ATP4, and ATP8 is reduced in *2OX* and sextuple mutants, as well as in MCU4 (*4OX*) and MCU6 (*6OX*) overexpression plants compared to the wild type (Fig. S5A-5D), although complex I subunits NAD2 and NAD5 appeared less affected (Fig. S5A). nDNA-encoded subunits CA3 and COX X1 both increased (Fig. S5A, 5 C), while CYC1 and ATP2 remained unchanged (Fig. S5B, 5D). Therefore, an apparent stoichiometric imbalance between nDNA and mtDNA-encoded subunits was apparently evident for complexes lll, IV, and V.

The consequence of a mitonuclear protein imbalance has not been fully explored yet in plants, although studies in other systems reveal that mitonuclear protein imbalances trigger a nuclear transcriptional response to ultimately restore mitochondrial proteostasis by activation of the UPR^mt^ (Houtkooper et al. 2013). And in plants, interrupting mitochondrial ribosome function was shown to affect mitochondrial gene expression by altering translation and splicing (Kwasniak et al. 2013; Kwasniak-Owczarek et al. 2019). Here, the iMUCH evoked a transcriptional response with most upregulated hits of nuclear genes important for mitochondrial proteostasis and cytosolic ribosomes, which are likely to restore mitochondrial proteostasis (Fig. 3A-D). However, transcriptional activation of cytosolic, mitochondrial, chloroplast, and ER chaperone genes highlights the cross-compartmental communication that is likely initiated by iMUCH-activated UPR^mt^ that is connected to the UPR response not only in the cytosol (UPR^cyt^), but also in the chloroplast (UPR^chl^) and ER (UPR^er^) (Fig. 8). These results suggest that an intrinsic cellular compartmental communication network operates when mitonuclear protein imbalance occurs for maintaining cellular homeostasis in plants. Intriguingly, this intrinsic communication network is also effective at the post-transcriptional level with a selective translational repression of nDNA *cyRP*s, *mtRP*s, and *cpRP*s, implying that signals derived from iMUCH are not only relayed to the nucleus but also to the cytosol for post-transcriptional regulation of intercompartmental proteostasis (Fig. 8). 

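The 58 mitochondrial ribosomal protein genes of Supplementary Table S2 had a TE below 0 in 51.7% of cases in *2OX* (camera p of 0.177, limma adjusted p = 0.296 over the 21 list tests), 51.7% in the sextuple mutant (camera p of 0.972, limma adjusted p = 0.979) and 41.4% after AA (camera p of 0.766, limma adjusted p = 0.847). The share in the sextuple mutant was 31.0% without wild-type replicate 1 and 65.5% without replicate 4. Of the chloroplast ribosomal proteins among the *cyRP* class of Supplementary Table S4, 10 were tested. TE was below 0 for 6 of them in *2OX*, with a median TE change of -0.01 (camera p of 0.411), and for 9 in the sextuple mutant, with a median of -0.14 (camera p of 0.00800, fry p of 0.150). After AA it was below 0 for 9, with a median of -0.68 (camera p of 3.2e-07, fry p of 0.0191), and 6 passed when adjusted over the list alone with limma, 1 over all genes.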

More than half of all transcriptionally induced *cyRP*s are translationally repressed, as evidenced by their reduced translational efficiency and protein abundance. 

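The share of *cyRP*s with a TE below 0 was also taken over a wider list, the 264 genes that the annotation describes as cytosolic ribosomal proteins. It was 76.8% in *2OX*, 61.8% in the sextuple mutant and 50.0% after AA. In the authors' deposited table the TE is below 0 for 75.4%, 64.0% and 47.8% of this list, and for 85.0%, 57.9% and 52.5% of the *cyRP*s of Supplementary Table S4. Total RNA and protein abundance were not analysed here.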

While cyRPs control cytosolic proteostasis, RNA modification proteins likely are key players in tuning organellar proteostasis since these proteins function in organellar RNA editing and translation (Sun et al. 2019). Mitoribosomes contain 10 PPR proteins, and rPPR1 is a generic translation factor for mitochondrial translation (Waltz et al. 2019; Sun et al. 2024). Although rPPR1 was not detected in our proteomic analysis, rPPR9 (At1g60960) was significantly reduced in the sextuple mutant, but not in AA-treated wild type plants (Supplementary Table S5). These results imply that both RPs and PPR proteins are effectors in iMUCH-evoked interorganellar proteostatic response. Therefore, our findings provide a framework for understanding how a regulatory network integrates transcriptional and post-transcriptional mechanisms to coordinate nuclear-encoded gene expression and maintain cellular homeostasis (Couvillion et al. 2016; St-Pierre & Topisirovic 2016).

**Fig. 8:**
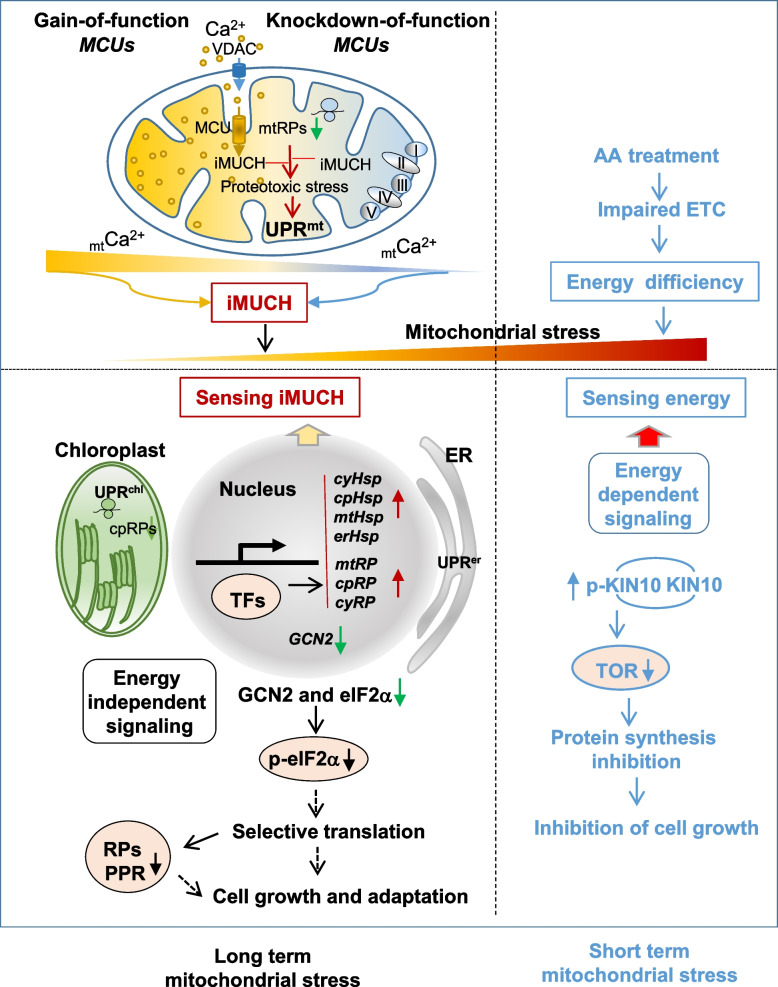
Perturbation of mitochondrial Ca^2+^ homeostasis activates a cross-compartmental proteostatic response. Gain-of-function (*2OX*) or knockdown-of-function (*sextuple* mutant) MCU proteins impairs MCU-controlled mitochondrial Ca^2+^ homeostasis (iMUCH). iMUCH disturbs mitochondrial translation that causes proteotoxic stress within mitochondrial matrix. The signals derived from iMUCH are relayed by unknown transcription factors (TFs) to the nucleus to activate a transcriptional program to restore mitochondrial proteostasis. A selective translational repression counteracts transcriptional activation in cytosol to establish cellular proteostasis. Reduction of eIF2α phosphorylation (p-eIF2α) is likely attributed to transcriptional and post-transcriptional co-suppression of GCN2, and selective translational repression of eIF2α. Reduction of eIF2α and its phosphorylation and selective synthesis of proteins are the part of adaptive mechanisms that protect the cell from severe inhibition of protein synthesis and maintain cellular proteostasis for redirecting cell growth and stress adaptation under iMCUH-induced long-term mitochondrial stress. AA-impaired respiration electron transfer chain (ETC) causes cellular energy deficiency, and evokes a short-term acute mitochondrial stress that is sensed by KIN10 through phosphorylation of KIN10 (p-KIN10). An increase of p-KIN10 inactivates TOR activity. An energy-dependent signalling pathway mediates AA inhibition of cell growth. Together, it is proposed that the GCN2-eIF2α and TOR-S6K pathways mediate mitochondrial stress-dependent regulation of protein synthesis by sensing iMUCH and cellular energy status, respectively. Dashed lines indicate the postulated processes, and solid lines indicate defined processes in this study

Signals and their transducers in iMUCH-evoked interorganellar proteostatic responses are unknown. Our data do not support the notion that reactive oxygen species (ROS) act as the primary signal for the initiation of the transcriptional response because *AOX1a* transcript levels were not significantly raised in *2OX and* sextuple mutants (Fig. 3E). Likewise, AA treatment induces *AOX1a* expression, but it cannot elicit the same response as iMUCH. Phosphorylation of eIF2α has been implicated in translational repression in response to various stresses (Wang et al. 2017; Lokdarshi et al. 2020). We found that *eIF2*α was transcriptionally upregulated, but the level of eIF2α protein was significantly reduced; thus, *eIF2*α is also subjected to selective translational repression. A recent study in mammalian cells proposed that reduction of eIF2α phosphorylation is an adaptive mechanism that protects the cell from severe inhibition of protein synthesis under long-term mitochondrial stress (Samluk et al. 2019). This adaptive mechanism may also apply to the plant, since the plant with iMUCH condition suffers a long-term mild mitochondrial stress that is different from AA-induced short-term acute mitochondrial stress (Fig. 8). An adaptive response to a short-term acute mitochondrial stress via the TOR pathway allows the cell to sense cellular energy status to restore proteostasis to avoid cellular death (Fig. 8) (Wang & Chen 2015; Topf et al. 2018; Samluk et al. 2019). Whereas, under a long-term mitochondrial stress, the cell may benefit from eIF2α mediated feedback control of protein synthesis for survival, while the translation is selectively repressed due to the reduction of the components in the translation machinery (Fig. 6A, B). We assume that eIF2α regulators and targets in plants, like ATF4 and PERK kinase in mammalian cells, are involved in mitochondrial-cytosolic protein quality control mechanisms for coping with the long-term mitochondrial stress (Harding et al. 2000; Khan et al. 2017; Kuhl et al. 2017; Quiros et al. 2017; Fessler et al. 2020; Guo et al. 2020). Moreover, the selective translation has been considered for aiding recovery from mitochondrial stress (Nandagopal & Roux 2015; Pakos-Zebrucka et al. 2016; Shi et al. 2017; Gerst 2018; Topf et al. 2019). Therefore, identifying eIF2α regulators and targets and putative mechanisms for the selective repression of mRNA translation upon iMUCH will be an exciting area of future work.

We discover that iMUCH activates multi-compartmental UPR and cytosolic translation response, suggesting that iMUCH is likely a pathological condition that evokes the adaptive response as part of mitochondrial-cytosolic protein quality control mechanisms that have been unified as the mitoprotein-induced stress response (Boos et al. 2020). Although we are currently unable to unravel the full complexity of the iMUCH-evoked adaptive response at this stage, our findings in plants are merged with increasing evidence from studies in yeast and animals to support that mitochondrial stress-dependent regulation of protein synthesis has impacts on growth, stress resistance, and aging (Boos et al. 2020). iMUCH is linked to the inhibition of cell growth, which is a phenotype reminiscent of the inhibition of cell proliferation (Richter et al. 2013). The effects of iMUCH on growth are different from AA-mediated growth inhibition that is likely controlled by the TOR pathway in sensing cellular energy status (Fig. 8). Adaptive actions of the cell upon iMUCH may also include transcriptional and post-transcriptional co-suppression of cell growth pathways. On the other hand, iMUCH increases vulnerability to cellular senescence and stress. Cellular senescence is triggered by numerous stressors and physiological processes, including mitochondrial dysfunction, perturbed proteostasis, ribosomal stress, etc. (Gorgoulis et al. 2019). The hallmarks of senescence include deregulated metabolism, cell-cycle withdrawal, macromolecular damage, and secretory phenotypes. Whether these features mark 2OX and the sextuple mutant is an interesting question for future study. Nevertheless, iMUCH offers a pathological condition for studying how mitochondria regulate cellular senescence in vivo(Gorgoulis et al. 2019). While 2OX and the sextuple mutant show similar phenotypes in growth and stress resistance, the senescence occurs at a relatively late life stage in the sextuple mutant compared to 2OX. Given that the timing of senescence in 2OX plants is related to *MCU2* expression level, it is assumed that increasing mitochondrial Ca^2+^ uptake may accelerate cell-cycle arrest that is initiated by iMUCH. Therefore, 2OX plants show much earlier and more severe senescence than the sextuple mutant.

Finally, we acknowledge the limitations of this study despite our comprehensive characterization. First, while mitochondrial-targeted aequorin provides robust readouts of stimulus-induced _mt_Ca^2^⁺ dynamics, it lacks sufficient sensitivity to resolve basal (pre-stimulus) levels or subtle changes in _mt_Ca^2^⁺ and _cyt_Ca^2^⁺ following AA treatment. Consequently, we were unable to definitively compare basal Ca^2^⁺ homeostasis among wild type, 2OX, and sextuple mutant lines, should such differences exist. We recognize this constraint in our current study and cannot exclude the possibility of modest differences in basal _mt_Ca^2^⁺ homeostasis, which may be resolved using higher-sensitivity Ca^2^⁺ reporters in future investigations. Second, the upstream regulatory framework of MCU-mediated Ca^2^⁺ signaling remains undefined in this work. As mitochondrial Ca^2^⁺ uniporters primarily respond to elevated cytosolic Ca^2^⁺, MCU-dependent _mt_Ca^2^⁺ uptake functions downstream of osmotic stress- or salt stress-induced Ca^2^⁺ influx across the plasma membrane. Future genetic interaction analyses using established Ca^2^⁺ influx mutants (e.g., *osca* or *MOCA1* mutants) will help precisely position MCUs within the Ca^2^⁺ signaling hierarchy. Third, we focused our detailed analyses on a single, high-expression MCU2 overexpression line (2OX-1) to reliably capture molecular and physiological phenotypes linked to disrupted mitochondrial Ca^2^⁺ homeostasis. Although this strategy ensured clear and consistent phenotypic readouts, we cannot rule out functional divergence among individual MCU isoforms. Distinct MCUs may possess unique intrinsic activities or regulatory mechanisms, potentially leading to distinct functional outputs.

## Conclusion

In summary, our study identifies the mitochondrial Ca^2^⁺ uniporter as a central regulator of mitochondrial Ca^2^⁺ homeostasis in Arabidopsis and uncovers a novel cross-compartmental proteostatic response triggered by impaired MCU-controlled _mt_Ca^2^⁺ homeostasis. A key finding is that iMUCH activates a unique transcriptional program that upregulates nuclear genes linked to multi-compartment proteostasis. This response is distinct from the AA-induced mitochondrial retrograde response, as iMUCH does not elicit alternative oxidase-dependent respiration; instead, it engages a coordinated post-transcriptional program that represses the synthesis of ribosomal and RNA modification proteins to counterbalance transcriptional activation. We further demonstrate that iMUCH-induced translational repression is mediated by eIF2α phosphorylation, rather than the TOR pathway, representing an adaptive mechanism specific to long-term mild mitochondrial proteotoxic stress, as opposed to the acute stress triggered by AA. Notably, iMUCH impairs plant growth, accelerates senescence, and reduces osmotic stress tolerance, thereby establishing a direct link between _mt_Ca^2^⁺ homeostasis and stress resistance, a core focus of stress biology. Collectively, our results reveal an unreported connection between _mt_Ca^2^⁺ homeostasis and intercompartmental proteostasis, advancing our understanding of mitochondrial-nuclear communication under stress and providing potential genetic targets for improving crop resilience.

## Materials and methods

### Plant materials

All wild type, mutant, and transgenic Arabidopsis (*Arabidopsis thaliana*) lines used in this study were in the Columbia (Col-0) accession. Arabidopsis *MCU1* (At1g09575), *MCU2* (At1g57610), *MCU3* (AT2G23790), *MCU4* (At4g36820), *MCU5* (At5g42610), and *MCU6* (At5g66650) cDNAs were amplified by RT-PCR and cloned in-frame upstream of *YFP* into the binary vector pPZP200. About 1000 bp fragments encompassing the sequence upstream of the ATG were amplified from each *MCU* gene and cloned into the binary vector pMDC162. Single mutants *mcu1-1* (SALK_082151), *mcu2-1* (SALK_011710), *mcu3-1* (SALK_019312), *mcu4-1* (SALK_036975), and *mcu6-1* (SALK_037347) were obtained from the Arabidopsis Biological Resource Center (ABRC), and *mcu5-1* was generated using CRISPR/Cas9-mediated genome editing. The higher-order mutant *mcu1-1 mcu2-1 mcu3-1 mcu4-1 mcu5-1 mcu6-1* was generated using genetic crosses followed by identification of homozygous mutant plants from F_2_ or F_3_ progeny using PCR-based genotyping.

### Growth conditions for growth assessment

All Arabidopsis seedlings used to analyze growth phenotypes under normal or stress conditions were grown on half-strength Murashige-Skoog (MS, Caisson Labs) with 1% (w/v) sucrose medium solidified with 1.2% (w/v) agar supplemented with or without stressors. Briefly, Arabidopsis seeds were sown on MS plates. After stratification at 4 °C for 2 d in the dark, the plates were placed vertically in a growth chamber at 22 °C under 100 mmol m^−2^ s^−1^ fluorescent light (WT5-LED14, FSL) in a 16-h-light/8-h-dark photoperiod. Five-day-old seedlings were transferred to MS plates supplemented with or without 150 mM mannitol, and these plates were placed at 22 °C for 5–10 d before the phenotypes were recorded by taking photographs and measuring primary root length and fresh weight. In addition, 10-day-old seedlings were transferred to a 3″ square pot (4 plants per pot) or a 36-cell tray (1 plant per cell) filled with soil (75% commercial soilless germination mix and 25% calcined clay granules, 0.2–0.5 cm diameter) for the documentation of subsequent growth and development in a growth room with a temperature of 22ºC, a light intensity of 100–150 mmol m^−2^ s^−1^ fluorescent light (WT5-LED14, FSL) and 16-h-light/8-h-dark long-day photoperiodic conditions. Sub-irrigation was normally applied for young seedlings and for plants with maturing seeds. General-purpose liquid fertilizer w/micronutrients (150–200 mg N/liter) was supplied every other irrigation.

### Subcellular localization of MCU proteins and GUS staining

Subcellular localization of MCU proteins was examined using confocal microscopy (Zeiss 710) in the leaf and root cells of stable *35S:MCU-YFP* transgenic plants*.* YFP and chlorophyll fluorescence were excited at 514 nm with detection ranges of 525–600 nm and 650–720 nm for YFP and chlorophyll fluorescence, respectively. MitoTracker dye was excited at 644 nm with a detection range of 578–696 nm for MitoTracker™ Deep Red FM (Invitrogen M22426). For GUS staining, transgenic lines expressing *proMCUs:GUS* were used. Briefly, 10-day-old seedlings, rosette leaves, or flowers were harvested and placed in ice-cold 90% acetone for at least 2 h. Sample tissues were then placed under vacuum for 10 min at room temperature (RT) and left at RT for 20–30 min after the vacuum was released. Acetone was removed and replaced with GUS staining buffer (GSB: 100 mM sodium phosphate buffer, pH 7.0, 0.5 M EDTA, 10% Triton X-100, 50 mM potassium ferricyanide, and 50 mM potassium ferrocyanide) and placed under vacuum for 5 min. GSB was then replaced with GUS staining solution (GSS: GSB plus 2 mM X-GLUC). Sample tissues were incubated in GSS at 37 °C overnight. To visualize the blue precipitate in tissues, the GSS was removed, and tissues were immersed in 70% ethanol. Once cleared, tissues were mounted on a slide in a glycerol solution for observation or documented using a dissecting microscope.

### RNA isolation for cDNA amplification and RT-qPCR

Total RNA was extracted from less than 100 mg of 10-day-old seedlings that were grown vertically on MS plates, or treated with 50 µM AA or DMSO for 4 h in liquid MS. First-strand cDNA was synthesized using the HiScript® II cDNA Synthesis Kit (Vazyme R212-02), and oligo d(T) for the synthesis of cDNA used for amplification of nDNA encoded genes. qPCR with iTaq Universal SYBR® Green Supermix (BIORAD) was conducted on a Roche 480 Real-Time PCR system following the manufacturer’s instructions.

### Aequorin-based FAS imaging of _mt_Ca^2+^ and _cyt_Ca^2+^ response

For luminescence imaging of _mt_Ca^2+^ and _cyt_Ca^2+^, the two constructs *Ubpro:CytoAequorin-YFP* (*cytAeq,* CD3-1798) and *Ubpro:MitoAequorin-YFP* (*mtAeq,* CD3-1800) were used, consisting of the *Ubiquitin* promoter driving the expression of aequorin targeted to the cytosol and mitochondrial matrix, respectively (Mehlmer et al. 2012). These constructs were transformed into wild type Col-0, MCU2 overexpressing (2OX), and *mcu1-1 mcu2-1 mcu3-1 mcu4-1 mcu5-1 mcu6-1* sextuple mutant plants. Homozygous plants harboring cytAeq and mtAeq were subjected to salt and mannitol stimuli to record _mt_Ca^2+^ and _cyt_Ca^2+^ response using the aequorin-based FAS recording system (Zhu et al. 2013).Luminescence intensity of each FAS film containing about 30 seedlings was quantified by indiGO™ software, and converted to Ca^2+^ concentration by the formula pCa = 0.332588(-logk) + 5.5593, where k is a rate constant equal to stimulus-induced Ca^2+^ luminescence counts (CaL) divided by discharge luminescence counts (DisL), k = (CaL)/(DisL + CaL) (Knight et al. 1996; Zhu et al. 2013). For Ca^2+^ luminescence imaging by FAS assay, more than 6 independently prepared films for each genotype were recorded.

### Luminometry reading of _mt_Ca^2+^ and _cyt_Ca^2+^ response

For quantitative measurement of Ca^2+^ response using a luminometer (GLOMAX, Promega, USA, Model: 2031–002, Serial: 203,001,553), the 1.5 mL tube containing a single whole 8-day-old seedling incubated with coelenterazine solution (final concentration 5 μmol/L) overnight was set on the chamber for recording of the resting luminescence for about 60 s. Ca^2+^ luminescence value was read at 1 s intervals for another 100 s, starting by adding a final concentration of 100 mM NaCl or 400 mM mannitol into the tube. The remaining aequorin was discharged by adding the discharge buffer, and the luminescence value was read for 100 s. The _mt_Ca^2+^ dynamics of the wild type, 2OX, and sextuple mutant seedlings were performed using a luminometer. The luminescence value of each seedling was converted to Ca^2+^ concentration by the formula described above. For Ca^2+^ luminescence reading by a luminometer, 10–15 whole seedlings were independently measured. Ca^2+^ amplitudes, curve area, and peak time were calculated by comparing the mannitol or NaCl-induced _mt_[Ca^2+^]^peak^ against that of _mt_[Ca^2+^]^rest^. Average _mt_Ca^2+^ amplitude, curve area, and peak time were calculated from the data of independent measurements of 10–15 seedlings for each genotype. The area of _mt_Ca^2+^ response curve was determined by Graphpad Prism 9.

### RNA-seq and data analysis

Wild type (Col-0), 2OX, and sextuple mutant seedlings were grown vertically on half-strength MS plates. Ten-day-old whole seedlings were then transferred into 9-well plates containing half-strength liquid MS medium overnight with shaking in the dark, and then were treated with 50 µM AA or DMSO for 4 h. Total RNA was prepared using Trizol (Invitrogen). Sequencing libraries were generated from 1 µg RNA per sample using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations. The reads were then mapped against the *Arabidopsis thaliana* reference genome (TAIR10). Cufflinks v2.2.1 was used to obtain normalized reads per kilobase of transcript per million mapped reads (RPKM) values for each annotated gene. Three biological replicates of each treatment were used for RNA-seq analysis.

### GO enrichment analysis

The PANTHER website was used for GO term enrichment analysis of upregulated or downregulated genes (fold-change > 2, Benjamini–Hochberg adjusted *p*-value < 0.01) in RNA-seq data from Col-0, *2OX*, *4OX*, *6OX*, and the sextuple mutant treated with 50 µM AA. imageGP was used to generate GO enrichment plots and heatmaps.

### Immunoblotting

For preparation of total proteins, 10-day-old seedlings that were grown vertically on MS plates, or treated with 50 µM AA or DMSO in liquid MS for 4 h (~200 mg) were collected and ground to a fine powder in liquid nitrogen, then homogenized with two volumes of extraction buffer containing 125 mM Tris–HCl, pH 8.8, 1% (w/v) SDS, 10% (v/v) glycerol, and 50 mM Na_2_S_2_O_2_, 0.2 mM PMSF, and protease inhibitor cocktail (Roche). The supernatants were separated by 12.5% SDS-PAGE and immunoblotted with antibodies (Supplementary Table S6).

For preparation of enriched mitochondrial proteins, 10-day-old seedlings (~5 g) were ground in liquid nitrogen and extracted in 30 mL extraction buffer (15 mM MOPs, pH 7.4, 450 mM sucrose, 0.6% [w/v] PVP40, 0.2% [w/v] BSA, 1.5 mM EGTA, 10 mM DTT, 0.2 mM PMSF, and protease inhibitor cocktail). Homogenates were then filtered through two layers of Miracloth and centrifuged at 3,500 g for 10 min, followed by additional centrifugations at 8,000 g for 5 min and at 17,000 g for 30 min at 4ºC. The resulting pellets were washed with 1 mL washing buffer (0.3 M sucrose, 15 mM MOPS, pH 7.2) twice. Pellets were resuspended in 200 µL extraction buffer for immunoblotting with antibodies (Supplementary Table S6).

### Proteomic analysis

Ten-day-old whole seedlings of wild type (Col-0) and sextuple mutant seedlings grown vertically on half-strength MS plates were collected. For AA treatment, ten-day-old whole seedlings of Col-0 were then transferred into 9-well plates containing half-strength liquid MS medium overnight with shaking in the dark, then treated with 50 µM AA or DMSO for 4 h. Whole seedlings (100 mg) were homogenized in lysis buffer consisting of 2.5% SDS/100 mM Tris–HCl (pH 8.0). TMT labeling was performed according to the manufacturer's instructions. LC–MS/MS data acquisition was carried out on an Orbitrap Exploris 480 mass spectrometer coupled with an Easy-nLC 1200 system. MS raw data were analyzed with MaxQuant (V1.6.6) using the Andromeda database search algorithm. Spectra files were searched against the UniProt *Arabidopsis thaliana* proteome database. Search results were filtered with 1% FDR at both protein and peptide levels.

### Polysome profiling and TE calculations

Sample preparation, collection and AA treatment were performed as described in proteomic analysis. Whole seedlings (~200 mg) were ground in liquid nitrogen and extracted in 1 mL polysome buffer (400 mM Tris–HCl, pH 8.4, 100 mM MgCl_2_, 200 mM KCl, 0.5% [v/v] NP-40, 50 µM EGTA, 50 µg/mL cycloheximide, 50 µg/mL chloramphenicol, and 400 U/mL recombinant RNasin [RNase inhibitor, Promega]). The supernatant (1 mL) was loaded on top of the sucrose gradient. The gradients were ultracentrifuged for 3 h at 175,000 g in an SW41Ti rotor (Beckman-Coulter, USA) and analyzed by measuring continuous absorbance at 260 nm using a Piston Gradient Fractionator (Biocomp Instruments). Total RNA of polysome or monosome fractions was precipitated for RNA-seq analysis, and the data analysis was performed as described previously (Mustroph et al. 2009; Missra & von Arnim 2014).

TEs were calculated as the ratio between the transcripts in the polysome fractions (highly translated ribosome-mRNA fractions) and the transcripts in the monosome fractions (lower translated ribosome-mRNA fractions) (Molenaars et al. 2020). TEs were then compared between *2OX* or sextuple mutant samples and wild type control samples as defined: log_2_ [(MCU^polysome^/MCU^monosome^)/(WT^polysome^/WT^monosome^)]. Monosome and polysome fractions were collected as indicated in Fig. 5. The means of three replicates were used to calculate the ratios.

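In the authors' deposited tables, TE equals the log2 fold change in polysome RNA minus that in monosome RNA, to within 4.9e-08 for every gene of *2OX*, the sextuple mutant and AA-treated wild type. Their fold changes lie close to the ratio of the group means, with a median difference of 0.0038 in monosome and 0.0016 in polysome RNA of *2OX* (log2). The ratio of means carries no error, so the SE of each TE change was taken from the replicates on the log2 scale.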

## Supplementary Information

Supplementary Material 1: Fig. S1 Generation of *mcu* mutants and Ca^2+^ reporter lines. A. Schematic diagrams show the positions of the T-DNA insertions within *MCU1*, *MCU2*, *MCU3*, *MCU4*, and *MCU6* and the CRISPR/Cas9-edited sites within *MCU5.*B. The DNA gel image shows PCR confirmation of mutant lines. G stands for gene-specific primer pairs for detecting the presence of a gene, and T stands for T-DNA-specific primer pairs for detecting the presence of T-DNA. C. Relative transcript levels of *MCU*s in the sextuple mutant. MCU transcripts were detected in the sextuple mutant using RT-qPCR. The numbers above the columns indicate log_2_ fold-changes in transcripts of sextuple mutants relative to the wild type. D. Relative transcript levels of *MCU*s in Col*:mtAq*, *2OX:mtAq* and *mcu*^*1-6*^*:mtAq* lines. MCU transcripts were detected by RT-qPCR. The numbers above the columns indicate log_2_ fold-changes in transcripts of mutants or overexpression lines relative to the wild type. Results are expressed as the mean ± SEM (*n* = 3). A two-tailed Student’s *t*-test was performed, *P < 0.05, *P < 0.01, ***P < 0.001, and ****P < 0.0001. See also Supplementary Table S7 for the information on statistical analysis. Fig. S2 MCU transcript levels in *MCU* overexpression lines. Relative transcript levels of *MCU2*, *MCU4*, and *MCU6* in *2OX*, *4OX*, and *6OX* lines, determined from the relative transcript levels of *YFP* by RT-qPCR. Results are expressed as the mean ± SEM (*n* = 3). A two-tailed Student’s *t*-test was performed to examine statistical significance, ****P < 0.0001. See also Supplementary Table S7 for the information on statistical analysis. Fig. S3 Translational repression of *cyRP*s. A and B. Levels of individual *cyRP* transcripts and TEs are plotted, showing a large number of upregulated *cyRP* transcripts with low TE. The percentage of upregulated *cyRP* transcripts (A) and *cyPR* mRNAs with low TE (B) is indicated in each plot. See also the detailed information in Supplementary Table S5. Fig. S4 GO enrichment of the genes with saTE in AA-treated wild type. Top six biological processes with highest enrichment scores in low TE (blue) or high TE (yellow) transcripts for each GO category. See also Supplementary Table S5 for the information on GO terms. Fig. S5 Abundance of OXPHOS subunits is altered in both gain-of-function and knockdown-of-function *MCU* plants. A-D. Comparison of OXPHOS subunit protein abundance. nDNA subunits (labeled as n) and mtDNA subunits (labeled as mt) of OXPHOS complexes I (A), III (B), IV (C), and V (D) were detected and quantified by immunoblotting using antibodies against each subunit of complex l: NAD2, NAD5, and CA3; lll: COB and CYC1-1; IV: COX1, COX3, and COX X1; and V: ATP4, ATP8, and ATP2. Quantifications of signals relative to the wild type (set to 100%) are provided below each panel as means ± SEM (*n* = 3). A two-tailed Student’s *t*-test was performed to examine statistical significance, *p < 0.05, **p< 0.01, with the fold change (vs wild type) |FC| > 1.2. See also Supplementary Table S6 for the information on antibodies and primers and Supplementary Table S7 for the information on statistical analysis. Fig. S6 GO enrichment of the DEGs in 2OX and the sextuple mutant. A and B. Top biological processes, molecular function, and cellular component in upregulated DEGs (A) or downregulated DEGs (B) are listed for each GO category. The filtering criteria for DAPs are |FC| > 1.5 and padj < 0.05. See also Supplementary Table S1 for the information on GO terms.

Supplementary Material 2: Table S1. Differentially expressed genes identified in 2OX and sextuple mutant and AA-treated wild type.

Supplementary Material 3: Table S2. Expression of genes important for mitochondrial proteostasis in 2OX and the sextuple mutant.

Supplementary Material 4: Table S3. Mass spectrometry proteomics data.

Supplementary Material 5: Table S4. The list of genes for proteome–transcriptome cross-analysis.

Supplementary Material 6: Table S5. The monosomal and polysomal transcripts for analysis of translation efficiency.

Supplementary Material 7: Table S6. Primer sets and antibodies.

Supplementary Material 8: Table S7. Statistical information.

## Data Availability

The data supporting our findings can be found in the supplementary materials. The RNA-seq and Ribo-seq data generated in this study have been deposited in Gene Expression Omnibus (GEO) under the accession number GSE186418. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository (Ma et al. 2019) with the Table identifier PXD029171.

## Abbreviations

AA: Antimycin A
AOX: Alternative Oxidase
ABCF4: ABC transporter F family member 4
ABCF5: ABC transporter F family member 5
cpHsp: Chloroplast Chaperones
cpRP: Chloroplast Ribosome Protein
cyHsp: Cytosolic Chaperones
cyRP: Cytosolic Ribosome Protein
DAP: Differentially Abundant Proteins
EMRE: Essential MCU Regulator
eIF2α: Eukaryotic Initiation Factor 2α
eIF2-A2: Eukaryotic Initiation Factor 2α subunit
eIF3d: Eukaryotic Initiation Factor 3d
EIF3: Eukaryotic Initiation Factor 3
ETC: Electron Transport Chain
erHsp: Endoplasmic Reticulum Chaperones
FAS: Film Adhesive Seedling
X-GLUC: 5-Bromo-4-chloro-3-indolyl-β-D-glucuronide dissolved in N,N-dimethylformamide
GUS: β-Glucuronidase
KIN10: SNF1 kinase homolog 10
p-KIN10: Phosphorylated Form of KIN10
KIN11: SNF1 kinase homolog 11
p-KIN11: Phosphorylated Form of KIN11
iMUCH: Impaired MCU-controlled mtCa^2^⁺ Homeostasis
JA: Jasmonic Acid
MCU: Mitochondrial Ca^2^⁺ Uniporter
MCUC: Mitochondrial Ca^2^⁺ Uniporter Protein Complex
MICU: Subunit of MCUC
MS: Murashige-Skoog
Msn2/4: Msn2/4 transcription factor
mTOR: Mechanistic Target of Rapamycin
mtCa^2^⁺: Mitochondrial matrix Ca^2^⁺
mtHsp: Mitochondrial Chaperones
mtRP: Mitochondrial Ribosome Protein
mtDNA: Mitochondrial DNA
COB: MtDNA-encoded Cytochrome b Protein
COX1: MtDNA-encoded Cytochrome c Oxidase Subunit 1 Protein
ATP4: MtDNA-encoded ATP Synthase Subunit 4 Protein
ATP8: MtDNA-encoded ATP Synthase Subunit 8 Protein
NAD2: Mitochondrial Complex I Subunit NAD2 (NADH Dehydrogenase Subunit 2)
NAD5: Mitochondrial Complex I Subunit NAD5 (NADH Dehydrogenase Subunit 5)
nDNA: Nuclear DNA
CA3: NDNA-encoded Carbonic Anhydrase 3 Protein
COX X1: NDNA-encoded Cytochrome c Oxidase Subunit X1 Protein
CYC1: NDNA-encoded Cytochrome c1 Protein
ATP2: NDNA-encoded ATP Synthase Subunit 2 Protein
MRR: Mitochondrial Retrograde Response
PCD: Programmed Cell Death
PLS-DA: Partial Least-Squares Discriminant Analysis
PPR: Pentatricopeptide Repeat Proteins
PUS: Pseudouridine Synthases
RP: Ribosome Protein
saTE: Significantly Altered TE
TE: Translational Efficiency
TOR: Target of Rapamycin
TPR: Tetratricopeptide Repeat Proteins
TRM61: TRM61 Protein (tRNA Methyltransferase 61)
NagB: NagB Protein (N-Acetylglucosamine-6-Phosphate Deaminase B)
ROS: Reactive Oxygen Species
UPR: Unfolded Protein Response
UPRcyt: Cytosolic Unfolded Protein Response
UPRchl: Chloroplast Unfolded Protein Response
UPRer: Endoplasmic Reticulum Unfolded Protein Response
UPRmt: Mitochondrial Unfolded Protein Response
UPRs: Unfolded Protein Responses
VIP: Variable Importance in Projection

# Supplementary material for: Perturbation of mitochondrial Ca2+ homeostasis activates cross-compartmental proteostatic response in Arabidopsis
**Source:** Stress Biol. 2026 May 28;6(1):40. doi: 10.1007/s44154-026-00314-4
**Supplement:** Supplementary file 1 — Supplementary Material 1: Fig. S1 Generation of mcu mutants and Ca2+ reporter lines. A. Schematic diagrams show the positions of the T-DNA insertions within MCU1, MCU2, MCU3, MCU4, and MCU6 and the CRISPR/Cas9-edited sites within MCU5.B. The DNA gel image shows PCR confirmation of mutant lines. G stands for gene-specific primer pairs for detecting the presence of a gene, and T stands for T-DNA-specific primer pairs for detecting the presence of T-DNA. C. Relative transcript levels of MCUs in the sextuple mutant. MCU transcripts were detected in the sextuple mutant using RT-qPCR. The numbers above the columns indicate log2 fold-changes in transcripts of sextuple mutants relative to the wild type. D. Relative transcript levels of MCUs in Col:mtAq, 2OX:mtAq and mcu1-6:mtAq lines. MCU transcripts were detected by RT-qPCR. The numbers above the columns indicate log2 fold-changes in transcripts of mutants or overexpression lines relative to the wild type. Results are expressed as the mean ± SEM (n = 3). A two-tailed Student’s t-test was performed, *P < 0.05, *P < 0.01, ***P < 0.001, and ****P < 0.0001. See also Supplementary Table S7 for the information on statistical analysis. Fig. S2 MCU transcript levels in MCU overexpression lines. Relative transcript levels of MCU2, MCU4, and MCU6 in 2OX, 4OX, and 6OX lines, determined from the relative transcript levels of YFP by RT-qPCR. Results are expressed as the mean ± SEM (n = 3). A two-tailed Student’s t-test was performed to examine statistical significance, ****P < 0.0001. See also Supplementary Table S7 for the information on statistical analysis. Fig. S3 Translational repression of cyRPs. A and B. Levels of individual cyRP transcripts and TEs are plotted, showing a large number of upregulated cyRP transcripts with low TE. The percentage of upregulated cyRP transcripts (A) and cyPR mRNAs with low TE (B) is indicated in each plot. See also the detailed information in Supplementary Table S5. Fig. S4 GO enrichment of the gene

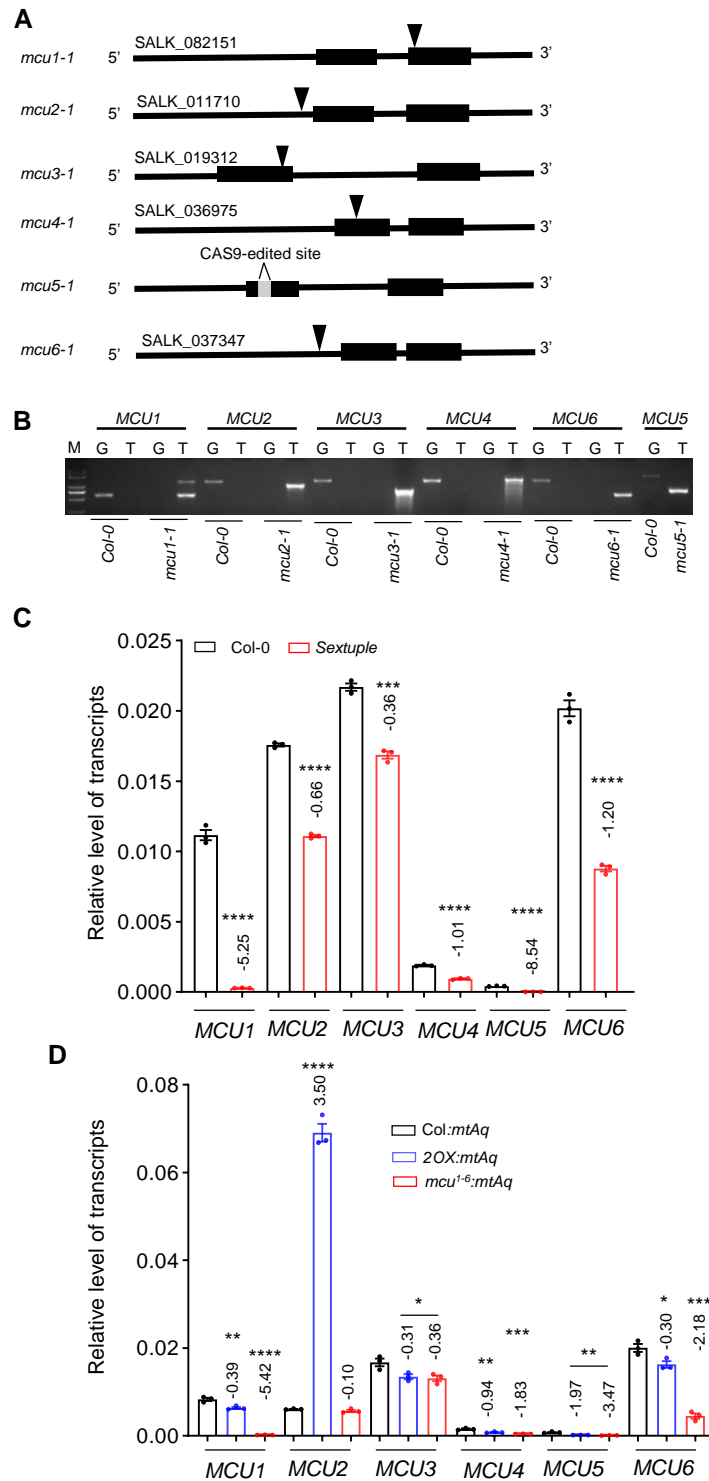

**Fig. S1** Generation of *mcu* mutants and  $\text{Ca}^{2+}$  reporter lines. A. Schematic diagrams show the positions of the T-DNA insertions within *MCU1*, *MCU2*, *MCU3*, *MCU4*, and *MCU6* and the CRISPR/Cas9-edited sites within *MCU5*. B. The DNA gel image shows PCR confirmation of mutant lines. G stands for gene-specific primer pairs for detecting the presence of gene; and T stands for T-DNA specific primer pairs for detecting the presence of T-DNA. C. Relative transcript levels of *MCUs* in sextuple mutant. *MCU* transcripts were detected in sextuple mutant using RT-qPCR. The numbers above the columns indicate log2 fold-changes in transcripts of sextuple mutants relative to the wild type. D. Relative transcript levels of *MCUs* in *Col:mtAq*, *2OX:mtAq* and *mcu<sup>1-6</sup>:mtAq* lines. *MCU* transcripts were detected by RT-qPCR. The numbers above the columns indicate log2 fold-changes in transcripts of mutants or overexpression lines relative to the wild type. Results are expressed as the mean  $\pm$  SEM ( $n = 3$ ). A two-tailed Student's *t*-test was performed, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$ . See also Supplementary Table S7 for the information on statistical analysis.

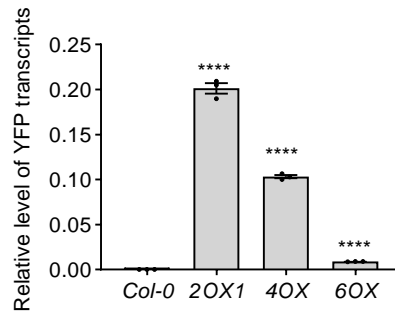

**Fig. S2** MCU transcript levels in *MCU* overexpression lines. Relative transcript levels of *MCU2*, *MCU4*, and *MCU6* in 2OX, 4OX, and 6OX lines, determined from the relative transcript levels of *YFP* by RT-qPCR. Results are expressed as the mean  $\pm$  SEM ( $n = 3$ ). A two-tailed Student's *t*-test was performed to examine statistical significance, \*\*\*\* $P < 0.0001$ . See also Supplementary Table S7 for the information on statistical analysis.

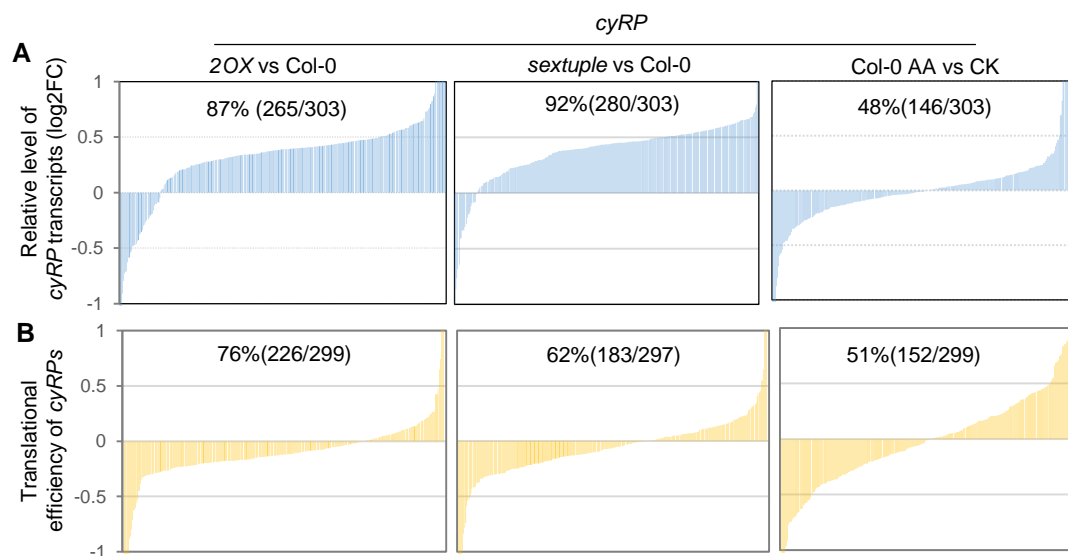

**Fig. S3** Translational repression of *cyRPs*. A and B. Levels of individual *cyRP* transcripts and TEs are plotted, showing a large number of upregulated *cyRP* transcripts with low TE. The percentage of upregulated *cyRP* transcripts (A) and *cyPR* mRNAs with low TE (B) are indicated in each plot. See also the detailed information in Supplementary Table S5.

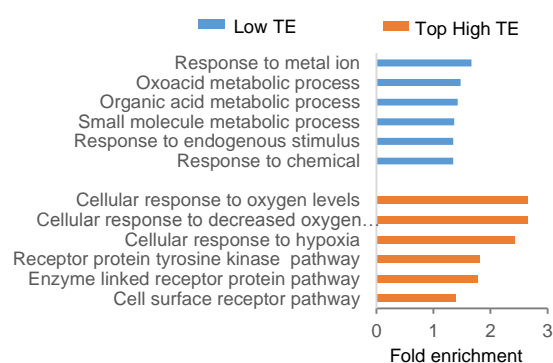

**Fig. S4** GO enrichment of the genes with saTE in AA-treated wildtype. Top six biological processes with highest enrichment scores in low TE (blue) or high TE (yellow) transcripts for each GO category. See also Supplementary Table S5 for the information on GO terms

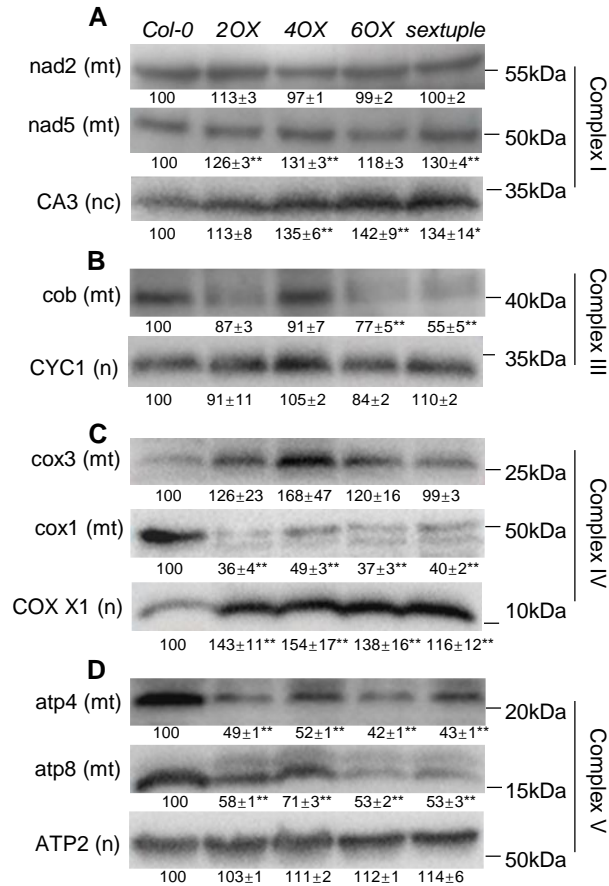

**Fig. S5** Abundance of OXPHOS subunits is altered in both gain-of-function and loss-of-function *MCU* plants. A-D. Comparison of OXPHOS subunit protein abundance. nDNA subunits (labeled as n) and mtDNA subunits (labeled as mt) of OXPHOS complexes I (A), III (B), IV (C), and V (D) were detected and quantified by immunoblotting using antibodies against each subunit of complex I: NAD2, NAD5 and CA3, III: COB and CYC1-1, IV: COX1, COX3 and COX X1, and V: ATP4, ATP8 and ATP2. Quantifications of signals relative to the wildtype (set to 100%) are provided below each panel as means  $\pm$  SEM ( $n = 3$ ). A two-tailed Student's *t*-test was performed to examine statistical significance, \* $p < 0.05$ , \*\* $p < 0.01$  with the fold change (vs wildtype)  $|FC| > 1.2$ . See also Supplementary Table S6 for the information on antibodies and primers, and Supplementary Table S7 for the information on statistical analysis.

A

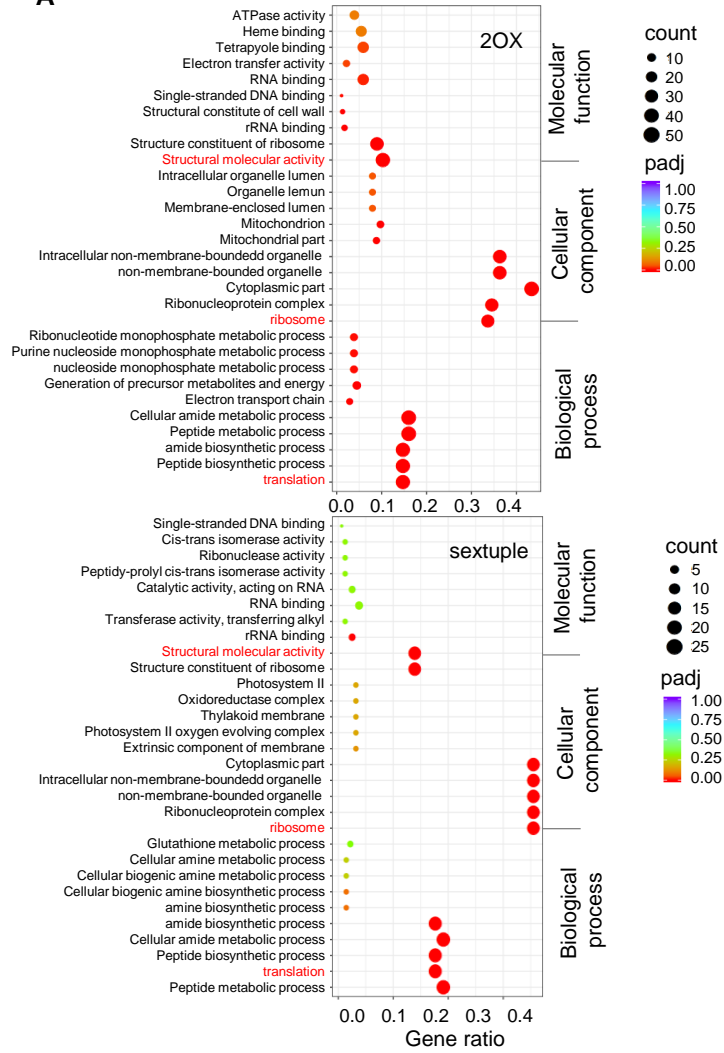

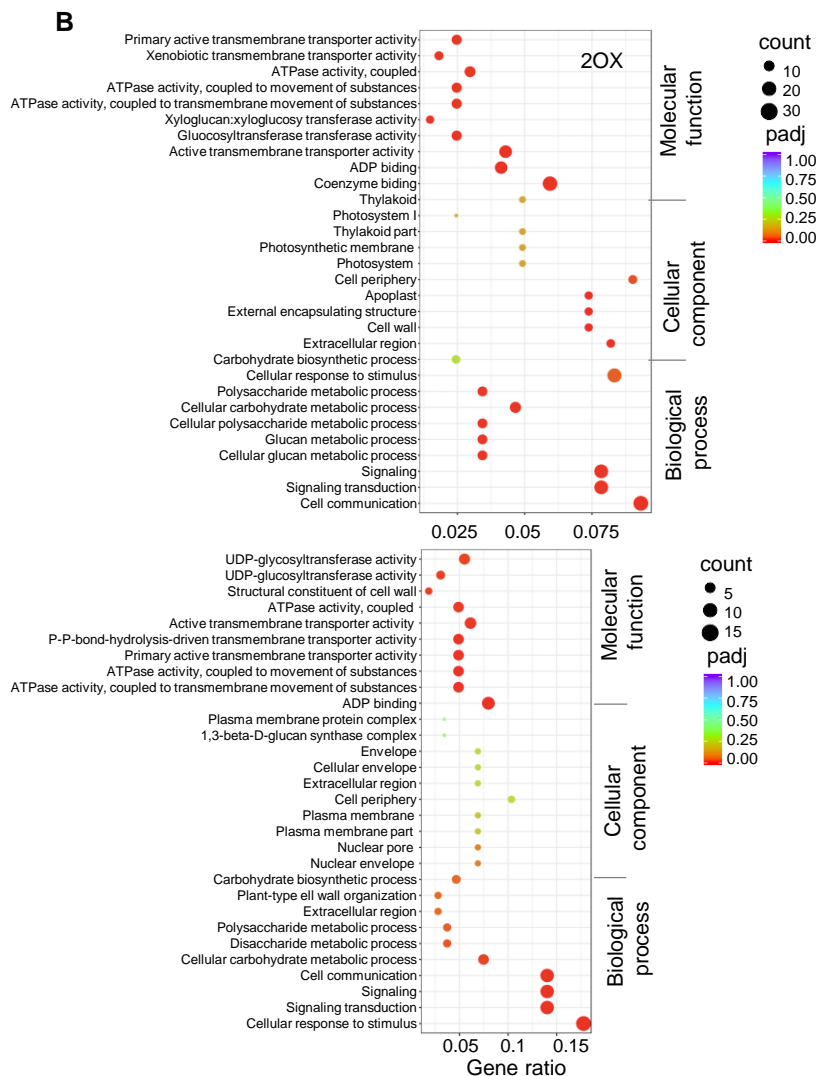

**Fig. S6** GO enrichment of the DEGs in 20X and sextuple mutant. (a) and (b) Top biological process, molecular function and cellular component in upregulated DEGs (a) or downregulated DEGs (b) are listed for each GO category. The filtering criteria for DAPs are  $|FC| > 1.5$  and  $padj < 0.05$ . See also Dataset S1 for the information on GO terms.

How the deposited data were processed for this re-analysis (not part of the article)

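RNA of the monosome and polysome fractions was sequenced from 10-day-old Arabidopsis seedlings: *2OX*, the sextuple mutant, wild type treated with 50 µM AA and wild type treated with DMSO, with 3 replicates each, and untreated wild type (Col-0), with 4 replicates, 32 libraries in all. The labels name the fraction, the group and the replicate of each library, and these were used as given. The methods state 4 h of AA treatment and the labels 5 h.

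The values that the authors deposited are a signal per gene and library, adjusted by the authors for library size within each table. The paper's text names no aligner, read counter, annotation, genome build or normalization tool for these tables; for total RNA it names TAIR10 and Cufflinks. Between 4.79% and 7.95% of the values are whole numbers, so they are not read counts. Monosome and polysome tables and the 3 comparisons were scaled separately, and tests were made only within a comparison, or as differences of TE changes between comparisons. The log2 fold changes, ratios, p-values and VIP scores in the same tables are the authors' own comparisons: the deposited log2 fold change is close to the log2 ratio of the group means, the deposited p-value and adjusted p-value come from a test that the paper's text does not name, the deposited score is the variable importance in projection (VIP) of the authors' PLS-DA, and the deposited log2 TE is the difference of the log2 fold changes in both fractions. All 72 columns of values per library were used. The depth in reads is unknown; the sums of the adjusted values lie between 21.4 and 45.1 per library, in units of 1000000, and the share on ribosomal RNA genes between 15.5% and 63.4%.

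Before the data were examined, the samples of each comparison, the tests, the gene lists, the thresholds, most alternatives and the rule for naming genes were fixed. That design assumed read counts for the main test and named limma for adjusted values, and the latter was used. A gene entered a fit with a value of at least 10 in at least 3 libraries. Values were taken as log2(value + 1) and fitted with limma 3.58.1 in R 4.3.3 with a trend of variance on mean value; p-values are two-sided and were adjusted by Benjamini-Hochberg over the genes of a fit, with a threshold of 0.05. The TE change is the interaction of group and fraction. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The text names the *MCU* genes and some of the genes that the paper names in connection with TE or translation. These are *AOX1a*, *GCN2*, the eIF2α genes and *PNM1* (AT5G60960, taken for the rPPR9 of the paper, which gives At1g60960, annotated as *IRT3*). The text also names the 3 largest increases and decreases among the genes called in a comparison whose replicates did not overlap between the groups. Other genes named were chosen after their values were seen.

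Gene lists were the 143 *cyRP*s of Supplementary Table S4, lists of oxidative phosphorylation (75 genes), mitochondrial ribosomal proteins (58), protein import and proteases (28) and chaperones (60) from Supplementary Table S2, 18 lipid homeostasis genes from Supplementary Table S5, and from the annotation 315 PPR genes and 45 photosynthesis genes. The supplement's sheets of RNA modification genes were held only in part, and PPR genes stand in for them. A list was tested with camera at a preset correlation of 0.01; of these tests 21, 7 lists in 3 comparisons, were adjusted together. Camera with an estimated correlation and fry were alternatives, since genes of a list vary together. The share of a list with a TE below 0 was set beside 10000 random lists matched on mean value in 20 bins. Exact permutation tests compared replicates by the median of a list relative to all genes; 3 replicates against 3 cannot give a two-sided p below 0.1. Correlations across genes describe genes, which are not independent replicates.

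The analysis was tested on simulated data with the means and spread of the real genes. The TE fit called 59.4% of changed genes, with 5.65% of calls on unchanged genes, and called 0 genes when nothing changed. In a single fraction it called 68.4%, with 5.04% of calls on unchanged genes. A list of 139 genes lowered by 0.2 was found with a median of -0.21 and a camera p of 4.8e-12, and with nothing changed the camera p was 0.636. The simulated genes varied independently of each other, while the estimated correlation of the *cyRP*s in *2OX* was 0.393. These camera values therefore do not show how the test behaves when the genes of a list vary together. With nothing changed, the first PLS-DA component took 19.8% to 20.1% of the variance over the 10 splits of 6 libraries.

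Monosome and polysome libraries carry the same replicate numbers. Their deviations from the group means correlated over genes at 0.12 to 0.46 in the 6 pairs of the *2OX* comparison and at 0.11 to 0.31 in the 6 pairs of the AA comparison, so the numbers pair the fractions there, and at 0.01 to 0.32 in the sextuple comparison. A replicate block was fitted as an alternative. Other alternatives were the lower limit on values, the pseudocount of the log, leaving out each replicate in turn, a single fit of all groups, other gene lists, a TE cutoff of 0.58 in place of 0.32, and PLS-DA without scaling. Scaling by the upper quartile or the median ratio, limma without the trend, the *cyRP*s described as 40S or 60S proteins (125 genes), and the addition of VIP were chosen after the data were seen. Total RNA-seq, proteomics and RT-qPCR of the paper were not analysed here.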

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

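Of the tests in this part, those on the DMSO control (the separate scaling of the tables, and the stress response shared with it), the simulated calls in both lines and the comparison of the wild-type replicates that the lines do not share were chosen only after the result was seen; AT2G21640, AT5G10160, *QQS* and *NAC13* were chosen after their values were seen. Levels set across the tables, which were scaled separately, are given per 1000000 of the values outside ribosomal RNA. No wild-type replicate lay apart from the others by Dixon's test: of 36 sets of 4 wild-type values tested (library measures, genes and lists), 0 were past the critical value.

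The TE changes of *2OX* and AA differed in a direct test for 2 lists. For the PPR genes the median difference was -0.19 (camera p of 0.0350), and for the photosynthesis genes 0.24 (camera p of 0.00414). In both lists the difference came with a change after AA, a median TE change of 0.22 and -0.30, while in *2OX* the medians were 0.05 and -0.10. Other splits of the replicates argue against a firm reading: of 100 splits, 20 gave as small a camera p for the PPR genes and 27 for the photosynthesis genes, the real one included. The fry p was 0.243 and 0.486. The same difference between the sextuple mutant and AA was -0.07 for PPR genes, with 45 of 100 splits as large, and 0.02 for photosynthesis genes, with 98 of 100. For the *cyRP*s, 70 of 100 splits were as large in *2OX* and 86 of 100 in the sextuple mutant. The AA and DMSO seedlings had been kept in liquid medium in the dark, and the lines had not, so a difference between the experiments stays open beside one between the treatments, as does the spread of replicates.

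AT5G10160, a thioesterase superfamily gene that the paper does not discuss, was the gene with a changed TE in *2OX*, at 1.70 (SE 0.25, limma adjusted p = 0.0362). The real split alone of the 10 gave a gene with changed TE, which 3 replicates against 3 cannot improve on. Its adjusted p ranged from 6.3e-04 with the replicate block to 0.811 without wild-type replicate 3. It rose in polysome RNA by 2.24 in *2OX* and by 2.25 in the sextuple mutant, and fell after AA by 1.60 (limma adjusted p = 0.00379).

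A set of 4 genes was called in both lines: AT5G10160 and *QQS* (AT3G30720; 2.46 in *2OX* and 2.82 in the sextuple mutant) were higher in polysome RNA, and AT5G24240 (-2.35 and -2.65) and AT4G04223 (-1.16 and -2.45) were lower, the last 2 also in monosome RNA, at -2.40 and -2.41 and at -1.15 and -2.47. The lines share wild-type replicates 2 and 4, which gives shared calls a technical explanation. Against wild-type replicate 3 for *2OX* and replicate 1 for the sextuple mutant, 6 of 6 pairs of gene and fraction kept their direction, which decides little, since these replicates were among the controls when the genes were called. In 20 simulations of unchanged groups that share controls, at most 0 genes were called in both groups in monosome RNA, where the lines had 2, and at most 0 in polysome RNA, where they had 4. This argues against normal spread of the shared control libraries as the source. In 6 of the 6 pairs both unshared wild-type replicates, of which each line was called with only one, lay beyond every replicate of both lines: for AT5G10160 in polysome RNA replicates 1 and 3 were at 11.6 and 8.45, the shared replicates at 9.66 to 10.4 and the lines at 41.4 to 55.7. This argues against a level that is off in the shared control libraries alone. A response to both changes of *MCU* dosage stays open, and so does a difference of the untreated wild type from the parents of both lines, which was not tested. AT4G04223 has no product in the annotation, and whether its reads overlap another gene was not tested.

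AT2G21640, annotated as a marker for oxidative stress, rose by 3.82 in polysome RNA of *2OX* (SE 0.16, limma adjusted p = 5.3e-08), with *AOX1a* (1.07, limma adjusted p = 0.00812), *NAC13* (1.65, limma adjusted p = 0.0101) and AT5G09570 (3.25, limma adjusted p = 1.7e-04) among the 29 genes that rose there. Of these 29 genes, 25 (86.2%) were also higher after AA, where matched random lists had a median of 55.2%, and 4 of 10000 lists were as high; 11 were called higher and 2 lower. A mitochondrial stress response in *2OX* that is shared with AA is a candidate explanation. For the sextuple mutant 3 of 10 genes (30.0%) were higher after AA, where random lists had a median of 50.0%, too few genes to decide. Of 28 genes with values in both tables, 100% were higher in the DMSO control than in wild-type replicate 1, against a median of 71.4% in random lists, with 1 of 10000 as high; their median log2 ratio was 4.65, and that of all genes 0.46. The response may therefore be one that the DMSO-treated seedlings also had, and was not shown to be specific to AA. Of the 29 genes, 5 encode DUF295 proteins; whether reads of one are counted for another was not tested.

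The DMSO control of AA differed from untreated wild type. *AOX1a* was at 912 ± 82.2 (SD, n = 3) in polysome RNA after DMSO and at 50.3 ± 5.70 (SD, n = 4) in untreated wild type, a log2 ratio of 4.18, and at 766 ± 146 (SD, n = 3) and 34.1 ± 5.47 (SD, n = 4) in monosome RNA, a ratio of 4.41. After AA it was at 1543 ± 145 (SD, n = 3) in polysome RNA. AT2G21640 was at 591 ± 62.6 (SD, n = 3) after DMSO and 5.34 ± 0.43 (SD, n = 4) in untreated wild type, and *NAC13* at 76.3 ± 6.66 (SD, n = 3) and 3.01 ± 0.74 (SD, n = 4). The photosynthesis genes fell by 2.40 in the median log2 ratio in polysome RNA and by 2.63 in monosome RNA, and held 3.86% of the polysome values after DMSO against 23.9% in untreated wild type. The separate scaling of the tables does not account for these ratios, since the median over all genes was 0.41 in polysome RNA, with 158 of 18806 genes as high as *AOX1a*. By the paper's methods the DMSO-treated seedlings were kept overnight in liquid medium in the dark with shaking. Handling and DMSO were the same for all treated libraries, so that their shares, and those of a sequencing batch, were not tested.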

How the results depend on the processing

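No test in this part was chosen only after its result was seen, but the scaling by upper quartile or median ratio, limma without the trend, the *cyRP*s described as 40S or 60S proteins and the addition of VIP are alternatives chosen after seeing the data. The test on read counts with DESeq2's size factors and the edgeR upper-quartile normalization could not be run, because the values are not counts, and a fit of all 4 untreated wild-type replicates could not be run, because the tables are scaled separately. For 46 results that answer a comparison, 694 values under alternatives were computed. Of these, 509 kept their direction and their side of the threshold, or for counts and shares stayed close to the value reported, 45 were weaker, 23 stronger, 88 moved and 29 reversed. For the single genes named, 1572 values stayed the same, 103 were weaker, 9 stronger and 62 reversed. Where no cause is given, the cause was not tested. The reads behind the values are unknown, so that no limit from depth can be given; the SE of the TE change at low values limits the TE of single genes.

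Under the all-groups fit, with one estimate of the spread, 47 genes were called in monosome and 57 in polysome RNA of *2OX*, against 17 and 34, 3096 in monosome RNA after AA, against 4645, and 0 for TE in *2OX* (506 at an unadjusted p under 0.05), against 1; the camera p was 0.0517 for the oxidative phosphorylation genes in the sextuple mutant (64.0% with low TE) and 0.0561 for the *cyRP*s after AA (56.1%). With genes required to reach 10 in every library, which leaves fewer genes to test, 7 and 21 genes were called in monosome and polysome RNA of *2OX*, 4263 genes in *2OX* and 5044 in the sextuple mutant lay past the TE cutoff, against 6793 and 7571, and for the *cyRP*s after AA the share was 56.1% (camera p of 0.0526). The protein import genes in the sextuple mutant then had low TE in 30.4% (camera p of 0.0267), the direction of their test after AA was reversed at 46.2% (camera p of 0.850), and the PPR difference between the sextuple mutant and AA was -0.089 (camera p of 0.0452). With no filter on low values the PPR difference between *2OX* and AA was -0.18 (camera p of 0.0618), and the direction for the mitochondrial ribosomal proteins in the sextuple mutant was reversed, at 51.7% (camera p of 0.931), as it was with median-ratio scaling, at 51.7% (camera p of 0.983). Pseudocount 0.1 gave 10 genes in monosome RNA of *2OX*. With upper-quartile scaling the change of eIF2α (AT5G05470) in polysome RNA after AA was reversed at -2.0e-04, and the median change over all genes in monosome RNA after AA was -0.06. Without the trend limma called 8 genes in monosome and 20 in polysome RNA of *2OX*, 9 and 13 in the sextuple mutant, against 20 and 30, 2760 in monosome RNA after AA, and for TE 0 in *2OX* (511 at an unadjusted p under 0.05) and 38 after AA, against 193.

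With the TE cutoff at 0.58 (a fold change of 1.5 in place of 1.25), 3173 genes lay past it in *2OX*, 3523 in the sextuple mutant and 5742 after AA, fewer by construction. Centred and not scaled, the first PLS-DA component took 23.5% and 25.8% in monosome and polysome RNA of *2OX*, 23.9% in monosome RNA of the sextuple mutant, and 54.1% and 60.8% after AA. The real grouping then lay above all other splits in polysome RNA of *2OX* (1 of 10 splits as large, against 6 with scaling). For the *cyRP*s named by the annotation the share with low TE was 61.8% in the sextuple mutant (camera p of 0.00648) and 50.0% after AA (camera p of 0.465). For all 194 genes of the sheet of ribosomal proteins it was 77.4% in *2OX*, 52.6% in the sextuple mutant and 60.7% after AA, each on the same side of the threshold as reported. For the 125 genes described as 40S or 60S proteins it was 53.2% after AA (camera p of 0.189), and the difference between *2OX* and AA was -0.12 (camera p of 0.0182).

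An estimated correlation in place of the preset one raised the camera p above 0.05 for the *cyRP*s in *2OX* (87.1%, p of 0.278) and after AA (55.7%, p of 0.514), the PPR genes after AA (32.9%, p of 0.237), the photosynthesis genes in the sextuple mutant (91.1%, p of 0.0512) and after AA (75.6%, p of 0.321), the oxidative phosphorylation genes in *2OX* (66.7%, p of 0.590) and the sextuple mutant (64.0%, p of 0.517), the chaperones in the sextuple mutant (30.0%, p of 0.439), and the differences between *2OX* and AA for PPR (-0.19, p of 0.223) and photosynthesis genes (0.24, p of 0.495). With fry the photosynthesis genes of the sextuple mutant kept their side of the threshold, and the p was 0.366 and 0.351 for the *cyRP*s in *2OX* and after AA, 0.113 for the PPR genes after AA, 0.306 for the photosynthesis genes after AA, 0.670 and 0.555 for the oxidative phosphorylation genes in *2OX* and the sextuple mutant, 0.420 for the chaperones in the sextuple mutant, and 0.243 and 0.486 for the differences between *2OX* and AA. The preset correlation of 0.01 allows for less joint variation of the genes of a list than the estimated one, which was 0.393 for the *cyRP*s in *2OX*.

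The replicate block in the TE fits joins the monosome and polysome libraries of a replicate. With this block, 470 genes changed TE after AA, 97 higher and 373 lower, against 193, and 1 in the sextuple mutant, against 0 (739 at an unadjusted p under 0.05). The camera p for the oxidative phosphorylation genes was 0.0593 in *2OX* (66.7%) and 0.0838 in the sextuple mutant (64.0%), and for the lipid homeostasis genes in the sextuple mutant it was 0.0486 (21.4%), against 0.0540. For the PPR genes after AA (32.9%) the fry p with this block was 0.00673, against 0.113. The differences between a line and AA were not tested with the block. Within a fraction, the groups share only replicate numbers: libraries of one number in different groups correlated at -0.15 to 0.18. With that block 10 and 9 genes were called in monosome and polysome RNA of *2OX*, and 97 and 173 in the sextuple mutant. Of the named genes, *GCN2* in polysome RNA of *2OX* was reversed at -0.18, *MCU1* there at 0.049, *MCU3* in monosome RNA of *2OX* at -0.028, and *MCU4* in polysome RNA of the sextuple mutant at 0.44, each with a change that was not called.

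Across the 6 fits of each comparison that each left out one replicate, the number of changed genes ran from 4 (without *2OX* replicate 3) to 30 (without *2OX* replicate 2) in monosome and from 19 (without *2OX* replicate 1) to 110 (without *2OX* replicate 2) in polysome RNA of *2OX*, from 12 (without wild-type replicate 2) to 26 (without sextuple replicate 3) and from 13 (without sextuple replicate 1) to 134 (without wild-type replicate 1) in the sextuple mutant, and from 2093 (without DMSO replicate 1) to 4991 (without AA replicate 3) in polysome RNA after AA. In polysome RNA of *2OX*, 46 genes were higher and 64 lower without *2OX* replicate 2, against 29 and 5 with all replicates. For TE the number of changed genes was 0 in all 6 fits of *2OX*, with 244 to 488 at an unadjusted p under 0.05. After AA it ran from 24 (without DMSO replicate 2) to 292 (without AA replicate 3). The PLS-DA share, with 5 libraries, ran from 22.9 to 29.3% and from 24.0 to 30.9% in *2OX*, from 24.1 to 27.9% and from 28.2 to 34.2% in the sextuple mutant, and from 41.8 to 48.8% in polysome RNA after AA.

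The share of *cyRP*s with low TE in the sextuple mutant ran from 23.0% (without wild-type replicate 1) to 77.7% (without wild-type replicate 4), with a camera p of 3.7e-07 towards higher and 1.2e-07 towards lower TE at these ends, so that 1 wild-type replicate decides its direction. In *2OX* it stayed between 71.9% and 91.4%, past the threshold in each fit. After AA it ran from 52.9% (without DMSO replicate 2) to 63.6% (without AA replicate 3), with a camera p of 0.195 at the low end. The PPR genes ran from 44.98% (without wild-type replicate 3) to 50.4% (without wild-type replicate 4) in *2OX* and from 31.6% (without DMSO replicate 1) to 36.5% (without AA replicate 3) after AA, with a camera p of 0.0656 at the high end. The photosynthesis genes in *2OX* ran from 37.8% (without wild-type replicate 2) to 80.0% (without wild-type replicate 3), a reversal at the low end and a camera p of 0.0269 at the high end; in the sextuple mutant they stayed between 86.7% and 93.3%, and after AA between 60.0% and 82.2%. The oxidative phosphorylation genes ran from 34.7% (without wild-type replicate 2) to 76.0% (without *2OX* replicate 2) in *2OX*, from 45.3% (without wild-type replicate 1) to 73.3% (without wild-type replicate 4) in the sextuple mutant and from 48.0% (without DMSO replicate 2) to 58.7% (without DMSO replicate 3) after AA. The mitochondrial ribosomal proteins ran from 48.3% (without *2OX* replicate 1) to 65.5% (without *2OX* replicate 2), from 31.0% (without wild-type replicate 1) to 65.5% (without wild-type replicate 4) and from 37.9% (without DMSO replicate 2) to 51.7% (without DMSO replicate 1), the chaperones from 46.7% (without wild-type replicate 3) to 60.0% (without wild-type replicate 4), from 23.3% (without wild-type replicate 1) to 40.0% (without wild-type replicate 4) and from 30.0% (without AA replicate 1) to 61.7% (without AA replicate 3), and the protein import genes after AA from 35.7% (without DMSO replicate 2) to 60.7% (without AA replicate 2).

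The difference between *2OX* and AA ran from -0.16 (without wild-type replicate 4) to -0.022 (without AA replicate 3) for the *cyRP*s, from -0.25 (without wild-type replicate 4) to -0.13 (without wild-type replicate 2) for the PPR genes and from 0.19 (without AA replicate 1) to 0.44 (without AA replicate 2) for the photosynthesis genes. The *cyRP* difference had a camera p under 0.05 in 4 of these fits: 0.00706 without wild-type replicate 4, 0.00382 without *2OX* replicate 2 (-0.16), 0.0118 without AA replicate 1 (-0.14) and 0.0445 without DMSO replicate 2 (-0.10). The PPR difference lost it in 5: without wild-type replicate 3 (-0.15, p of 0.112), *2OX* replicate 2 (-0.17, p of 0.0514), *2OX* replicate 3 (-0.15, p of 0.0796), DMSO replicate 3 (-0.15, p of 0.0755) and AA replicate 3 (-0.15, p of 0.156). The photosynthesis difference lost it without AA replicate 1 (p of 0.123) and without *2OX* replicate 1 (0.22, p of 0.0516). Between the sextuple mutant and AA it ran from -0.090 (without wild-type replicate 4) to 0.20 (without wild-type replicate 1) for the *cyRP*s, with a camera p of 1.9e-05 at the high end and of 0.0298 without AA replicate 3 (0.057), and from -0.054 (without AA replicate 3) to 0.16 (without AA replicate 2) for the photosynthesis genes.

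Among the named genes that were not called, these changed sign without a single replicate. In monosome RNA of *2OX* the log2 change ran for *MCU3* from -0.045 to 0.16 and *PNM1* from -0.063 to 0.24. In polysome RNA of *2OX* the log2 change ran for *MCU1* from -0.25 to 0.094, *MCU3* from -0.22 to 0.054, *MCU4* from -0.30 to 0.61 and *GCN2* from -0.091 to 0.16. In TE of *2OX* the log2 change ran for *MCU1* from -0.22 to 0.26, *MCU6* from -0.14 to 0.032, eIF2α (AT5G05470) from -0.30 to 0.17, eIF2α (AT2G40290) from -0.24 to 0.045 and *GCN2* from -0.018 to 0.47. In monosome RNA of the sextuple mutant the log2 change ran for eIF2α (AT5G05470) from -0.40 to 0.078, eIF2α (AT2G40290) from -0.15 to 0.19, *AOX1a* from -0.15 to 0.070 and *PNM1* from -0.32 to 0.089. In polysome RNA of the sextuple mutant the log2 change ran for *MCU4* from -0.79 to 0.12, eIF2α (AT2G40290) from -0.025 to 0.22 and *AOX1a* from -0.035 to 0.17. In TE of the sextuple mutant the log2 change ran for *MCU4* from -1.58 to 0.50, *MCU6* from -0.20 to 0.076, eIF2α (AT2G40290) from -0.12 to 0.18 and *AOX1a* from -0.11 to 0.30. In monosome RNA after AA the log2 change ran for *MCU3* from -0.16 to 0.030 and *GCN2* from -0.15 to 0.26. In polysome RNA after AA the log2 change ran for *MCU1* from -0.29 to 0.12, *MCU2* from -0.53 to 0.17, *MCU6* from -0.16 to 0.082 and eIF2α (AT5G05470) from -0.14 to 0.28. In TE after AA the log2 change ran for *MCU2* from -0.12 to 0.52, *MCU4* from -0.56 to 0.38 and *PNM1* from -0.12 to 0.17. None of these changes was called with all replicates. Without AA replicate 3 that of *MCU2* in polysome RNA after AA was called, at -0.53 (limma adjusted p = 0.0298).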

Differences from the paper's values

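The paper's value for RNA modification genes with low TE is 81% in *2OX* and 81% in the sextuple mutant. The list of these genes was held only in part, and for the PPR genes, which stand in for it, the share was 44.6% in *2OX* and 45.2% in the sextuple mutant. Of the 14 alternatives set before the data were examined for each line, none closed the gap, and 3 of them, the replicate block, the estimated correlation and fry, cannot move the share; over the 14 it ranged from 43.9% to 50.4% in *2OX* and from 39.8% to 48.1% in the sextuple mutant. After AA the share of PPR genes was 32.9%, and the paper's value for RNA modification genes is 40%. Over the PPR genes that are low-TE saTE genes of either line in the authors' deposited table, which is not one of those alternatives, the share by the TE of that table was 79.3% in *2OX*, 79.3% in the sextuple mutant and 34.8% after AA.

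The limit set for a difference was a wide ratio to the paper's value. Under it, no *cyRP* share above the paper's 76% in *2OX* could count as different. The other values compared lay within this limit. Among them was the share of *cyRP*s with low TE, at 87.1%, 55.4% and 55.7% in *2OX*, the sextuple mutant and after AA, where the paper's values are 76%, 62% and 51%. For the *cyRP*s named by the annotation, an alternative set before the data were examined, it was 76.8%, 61.8% and 50.0%. Without wild-type replicate 1 the share in the sextuple mutant was 23.0%, which differs from the paper's value. Other alternatives also differed. The PLS-DA share of AA polysome RNA without scaling was 60.8%, against 38% in the paper. The supplement lists 3985 genes with high and 3336 with low TE in *2OX*. The counts here were 2324 and 1939 with genes at 10 or more in every library, and 1832 and 1341 with the cutoff at 0.58.

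A figure legend of the paper states that photosynthesis genes had a decreased TE in both lines and not after AA. In the photosynthesis genes examined here, TE was below 0 for 75.6% after AA, with a median change of -0.30, for 91.1% in the sextuple mutant, with a median of -0.32, and for 66.7% in *2OX*, with a median of -0.10. The paper states that translation of RNA modification genes and *cyRP*s was prominently repressed in both lines and not after AA. The median TE change of the PPR genes was 0.05 in *2OX* and 0.04 in the sextuple mutant. That of the *cyRP*s was -0.14 in *2OX*, -0.02 in the sextuple mutant and -0.08 after AA. In *2OX*, 87.1% of the *cyRP*s had a TE below 0 (camera p of 2.1e-08, fry p of 0.366). The direct test of the *cyRP* difference from AA had a median of -0.09 in *2OX* (camera p of 0.137) and 0.03 in the sextuple mutant (camera p of 0.402). The *2OX* difference had a camera p under 0.05 with the *cyRP*s described as 40S or 60S proteins, chosen after seeing the data (-0.12, camera p of 0.0182), and without wild-type replicate 4 (-0.16, camera p of 0.00706), *2OX* replicate 2 (-0.16, camera p of 0.00382), AA replicate 1 (-0.14, camera p of 0.0118) or DMSO replicate 2 (-0.10, camera p of 0.0445). For the PPR genes the median difference between *2OX* and AA was -0.19 in a direct test (camera p of 0.0350, fry p of 0.243). The median change after AA was 0.22. Of 100 splits of the replicates, 20 gave as small a camera p, and 5 of 12 fits without a single replicate had a camera p above 0.05. For the sextuple mutant the difference was -0.07 (camera p of 0.163, fry p of 0.497), and -0.089 (camera p of 0.0452) with genes at 10 or more in every library.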

Other observations

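Of the tests in this part, those on the spread at low values, on the spread between wild-type replicates and on the PPR genes as a family were chosen only after the result was seen.

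Each comparison of 3 replicates with 3 has 10 splits of the replicates, so that the real one alone is 1 of 10 at best, and no count can fall below that. In *2OX* the number of splits with a result as large as the real one was 1 for genes changed in monosome RNA, 1 for polysome RNA and 1 for TE, and 8 for genes past the TE cutoff. By the camera p it was 2 for the *cyRP*s, 8 for PPR, 6 for photosynthesis, 7 for oxidative phosphorylation, 6 for mitochondrial ribosomal proteins, 2 for protein import, 7 for chaperones and 1 for lipid homeostasis genes. In the sextuple mutant it was 1 for monosome RNA, 1 for polysome RNA, 10 for TE, where every split had at least the 0 genes of the real one (739 at an unadjusted p under 0.05), and 3 for genes past the cutoff. By the camera p it was 9 for the *cyRP*s, 3 for PPR, 1 for photosynthesis, 7 for oxidative phosphorylation, 10 for mitochondrial ribosomal proteins, 2 for protein import and 5 for chaperones. After AA it was 1 for monosome RNA, 1 for polysome RNA, 1 for TE and 1 for genes past the cutoff, and by the camera p 5 for the *cyRP*s, 1 for PPR, 2 for photosynthesis, 7 for oxidative phosphorylation, 9 for mitochondrial ribosomal proteins, 9 for protein import and 9 for chaperones. For the PLS-DA share it was 8 and 6 in monosome and polysome RNA of *2OX*, 5 and 1 in the sextuple mutant, and 1 and 1 after AA.

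Genes past the TE cutoff were mostly genes with low values. The share past it among the 10% of genes with the lowest and the 10% with the highest mean values was 77.9% and 3.50% in *2OX*, 81.4% and 13.9% in the sextuple mutant and 82.7% and 38.03% after AA. Spread between replicates at low values may account for most genes past the cutoff in the lines. After AA the 38.03% among the highest lies above the 3.50% of *2OX*, with a median SE of 0.22 in both, which leaves a response to AA open for genes with high values.

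The TE changes of the lines correlated at 0.30 across genes, and simulated unchanged groups with the same control libraries gave 0.33. The observed value, 0.303, lay just below the simulated range of 0.308 to 0.367. Below the cutoff in both lines lay 982 genes, against 1552 to 1686 simulated, and above it 1597, against 1532 to 1714. The simulations thus gave more genes with low TE than the lines had. With wild-type replicates that do not overlap, the correlation was 0.0138, within the -0.029 to 0.030 of 100 simulations, which is consistent with shared control libraries as the source of the correlation. The share of genes with the same sign was then 51.2%, above the 49.1% to 50.7% of the simulations, so that a small part beyond the shared controls stays open. That share was 51.3% between *2OX* and AA and 51.2% between the sextuple mutant and AA, which share no library, so the excess was not particular to the lines.

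The low TE of the *cyRP*s in *2OX* was weighed against 2 technical explanations. With the share of ribosomal RNA in each library as a covariate, the median TE change was -0.17, against -0.14 without it (fry p of 0.202), so that share does not account for it. Only 1 of the 3 *2OX* replicates lay within the range of the 4 wild-type replicates, which was 0.28 to 1.01 in log2 polysome to monosome ratio, and the other 2 lay below it, at 0.18 and 0.21. Wild-type spread and an effect of *MCU2* overexpression cannot be told apart for the *cyRP*s in *2OX*. All 3 replicates of the sextuple mutant lay within the wild-type range, and its share of *cyRP*s with low TE was 23.0% without wild-type replicate 1 and 77.7% without wild-type replicate 4, which suggests that the spread between wild-type replicates sets that share.

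The photosynthesis genes had low TE in the sextuple mutant and after AA, and with the ribosomal RNA share as a covariate their median TE change was -0.25 (fry p of 0.0424) and -0.27 (fry p of 0.365), against -0.32 and -0.30 without it, so the ribosomal RNA share does not account for it. An effect of the mutant and of AA stays open beside the spread of replicates. By the camera p, 1 and 2 of the 10 splits were as large, and by the share with TE below 0, 3 and 4 were.

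The paper's larger share of RNA modification genes with low TE in both lines than after AA was compared with a choice of genes on the same data. By the TE and the hits of the authors' deposited table, PPR genes chosen as low-TE hits of either line, 92 genes, had a TE below 0 in 79.3% in *2OX*, 79.3% in the sextuple mutant and 34.8% after AA, against 46.5%, 47.6% and 33.2% of the 286 PPR genes without a choice. In the authors' deposited table all genes chosen in the same way, 5368 genes, had 80.4%, 79.5% and 42.7%, and PPR hits of only the other line had 40.6% in *2OX* and 56.8% in the sextuple mutant. A list chosen on the low-TE hits is a candidate explanation for such a pattern. Low TE of PPR genes as a family is not, since in the limma fits 44.6% of all PPR genes tested had a TE below 0 in *2OX* and 45.2% in the sextuple mutant. Which genes the paper's list holds was not analysed here.

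In polysome RNA of the sextuple mutant, 4 of 30 changed genes lay within 500 genes of an *MCU* locus, 13.3% against 16.5% of the genes tested (Fisher's exact test, two-sided, p = 0.808). Within 100 genes it was 2 of 30, 6.67% against 3.39% (Fisher's exact test, two-sided, p = 0.271). One of the 4 is AT4G33500. A strain variant or insertion linked to the *MCU* loci was the explanation tested, and these counts are too small to decide.

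No TE change was called for *GCN2* or the eIF2α genes, which are some of the genes that the paper names for the control of translation. The log2 TE change of *GCN2* (AT3G59410) was 0.24 (SE 0.41) in *2OX*, 0.74 (SE 0.40) in the sextuple mutant and 0.28 (SE 0.30) after AA. That of eIF2α was -0.02 (SE 0.38), 0.49 (SE 0.44) and 0.20 (SE 0.31) for AT5G05470, and -0.13 (SE 0.25), 0.03 (SE 0.25) and -0.62 (SE 0.17) for AT2G40290, the last with a limma adjusted p = 0.120.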
